# Resident macrophages acquire innate immune memory in staphylococcal skin infection

**DOI:** 10.7554/eLife.55602

**Published:** 2020-07-08

**Authors:** Reinhild Feuerstein, Aaron James Forde, Florens Lohrmann, Julia Kolter, Neftali Jose Ramirez, Jakob Zimmermann, Mercedes Gomez de Agüero, Philipp Henneke

**Keywords:** macrophages, immune memory, dermis, Mouse

## Abstract

*Staphylococcus aureus (S. aureus)* is a common colonizer of healthy skin and mucous membranes. At the same time, *S. aureus* is the most frequent cause of skin and soft tissue infections. Dermal macrophages (Mφ) are critical for the coordinated defense against invading *S. aureus,* yet they have a limited life span with replacement by bone marrow derived monocytes. It is currently poorly understood whether localized *S. aureus* skin infections persistently alter the resident Mφ subset composition and resistance to a subsequent infection. In a strictly dermal infection model we found that mice, which were previously infected with *S. aureus*, showed faster monocyte recruitment, increased bacterial killing and improved healing upon a secondary infection. However, skin infection decreased Mφ half-life, thereby limiting the duration of memory. In summary, resident dermal Mφ are programmed locally, independently of bone marrow-derived monocytes during staphylococcal skin infection leading to transiently increased resistance against a second infection.

## Introduction

S*taphylococcus aureus* (*S. aureus*) is an important human pathogen, which causes severe invasive infections including osteomyelitis, endocarditis, pneumonia, and septicemia (Noskin et al., 2007). On the other hand, *S. aureus* stably colonizes the anterior nares and moist areas of the skin in up to 30% of healthy people with a high fidelity of clones (Verhoeven et al., 2014). Accordingly, *S. aureus* and its individual human host usually maintain a stable partnership with high adaptation at the mucocutaneous membranes. Specific and lasting immunity to virulent microorganisms has traditionally been assigned to the adaptive immune system, more specifically to long-lived memory T cells and B cells (Ahmed et al., 2009). However, in the case of *S. aureus*, high frequencies of *S. aureus*-specific antibodies and circulating T cells do not safely protect from invasive infections (Stentzel et al., 2015). Moreover, humans and mice with global defects in lymphocyte development do not exhibit an exquisite susceptibility to *S. aureus* infection, despite the frequent encounters outlined above (Schmaler et al., 2011). In contrast, infections with *S. aureus* are a primary indicator of a deficiency in cellular innate immunity, that is MyD88/IRAK4 deficiency and chronic granulomatous disease (Feuerstein et al., 2017).

Accordingly, several studies have identified Mφ as being essential for the rapid and coordinated defense against *S. aureus* invading the skin (Feuerstein et al., 2015; Abtin et al., 2014). The concept of innate immune memory, where microbial effectors induce mechanisms in mononuclear phagocytes which increase their ability to protect against infections, offers an attractive solution to this conundrum (Quintin et al., 2012; Chan et al., 2017; Schrum et al., 2018; Yoshida et al., 2015; Kleinnijenhuis et al., 2012; Cheng et al., 2014; Netea et al., 2011). As an example, priming with LPS boosts resistance to *S. aureus* 3 weeks after injection (Yoshida et al., 2015). More specifically, it was very recently reported that staphylococcal soft tissue infections induce a more robust immune response to a second challenge (Chan et al., 2018). Mechanisms for the establishment of innate memory involve phosphorylation of the stress-response transcription factor ATF7, epigenetic programming through histone modifications leading to stronger gene transcription upon re-stimulation as well as metabolic changes of Mφ via mTOR- and HIF-1α–mediated aerobic glycolysis (Yoshida et al., 2015; Cheng et al., 2014). These observations have indeed largely reshaped our understanding of immunological memory, which can currently best be conceptualized as multidimensional and gradual (Pradeu and Du Pasquier, 2018). Despite the increasing consensus that immunological memory in myeloid cells impacts on host defense, its contribution to infections in specific compartments remains unclear. As an example, certain organisms, for example mycobacteria, appear to alter transcriptional programs on the stem cell level (Kaufmann et al., 2018). This seems particularly important for the memory of tissue Mφ resident in submucous tissues like the dermis, which are seeded prenatally and are then rapidly replaced by monocyte-derived Mφ. In staphylococcal skin infection, the dermal Mφ subset composition changes due to infiltrating Ly6C^hi^ monocytes (Feuerstein et al., 2015). Scrutinizing whether, and if so how, these dynamic alterations impact on the memory response of the individual Mφ and of the skin as an organ seems essential to unravel target cells and genes and to ultimately modify local host resistance. Thus, we have analyzed in an intradermal *S. aureus* infection model, whether, in which cells and how an ‘*S. aureus* memory status’ develops and how this impacts on Mφ subset composition in the dermis, as well as on the response to a second infection with the same pathogen in vivo.

We found that staphylococcal skin infection directly induced a memory signature in individual dermal Mφ, signified by the increased expression of STAT1 and CXCL9, but at the same time increased Mφ turnover by naive bone-marrow derived cells, which eventually extinguished the memory. Since colonization only partially induced memory, it is tempting to speculate on minor penetrating infections to be a prerequisite for an efficient and lasting local secondary response.

## Results

### Intradermal *S. aureus* infection increases resistance to secondary infection

In order to analyze the impact of an *S. aureus* infection on immunity against a second infection, mice were intradermally (i.d.) infected with *S. aureus* (primed), were left untreated or received a vehicle injection. After 3 weeks, the mice were (re-)infected with the same inoculum (Figure 1A and Figure 1—figure supplement 1C). Bacterial burden and myeloid cell composition of the skin were analyzed after 5 days of (re-)infection, when initial neutrophil (PML) recruitment ceased and the bacterial load was declining (Feuerstein et al., 2015). 5 days after infection incoming Ly6C^hi^ dermal Mφ can be distinguished from resident Ly6C^lo^ cells (within the CD64^hi^ population) based on a ‘waterfall’ of Ly6C and MHC2 expression (Figure 1—figure supplement 1B). 3 weeks after primary *S. aureus* infection, that is immediately before the second infection, CD64^hi^ dermal Mφ (gating strategy depicted in Figure 1—figure supplement 1A) were increased (Figure 1C), whereas *S. aureus* could not be cultured and PML were virtually absent (Figure 1H). Previous infection with *S. aureus* (primed) significantly increased bacterial killing and was associated with fewer neutrophils in the tissue 5 days after the 2^nd^ infection (Figure 1B, Figure 1D). Next, we determined the kinetics of dermal myeloid cell recruitment during secondary infection with *S. aureus* in naïve and primed mice at five dpi. In addition to the reduced number of neutrophils, primed mice had less Ly6C^hi^ skin macrophages compared to naïve mice (Figure 1E). As shown in our previous work, Ly6C^hi^ CD64^hi^ CX_3_CR1^int^ skin Mφ are progeny of recruited Ly6C^hi^ monocytes and will eventually differentiate into resident Ly6C^lo^ Mφ (Feuerstein et al., 2015; Kolter et al., 2019). In previously infected mice, we observed a slight increase of Ly6C^lo^ dermal Mφ and an increase of Ly6C^hi^ dermal Mφ already 24 hr after (re-)infection while by day 5 Ly6C^hi^ dermal Mφ were lower in primed mice (Figure 1E, Figure 1F). In contrast to Ly6C^hi^ dermal Mφ, PML counts were largely unaffected one day after secondary infection. However, increased bacterial killing was already apparent one day after reinfection (Figure 1G). To further explore, whether the enhanced antimicrobial properties after (re-)infection were due to ongoing inflammation after the primary infection or rather recall phenomena, we analyzed bacterial load, neutrophil counts and histological alterations for three weeks after primary infection. We found that bacteria were no longer detectable and that skin infiltrating PML, Ly6C expression and tissue edema were back to base line 2 weeks after infection (Figure 1H).

**Figure 1.**
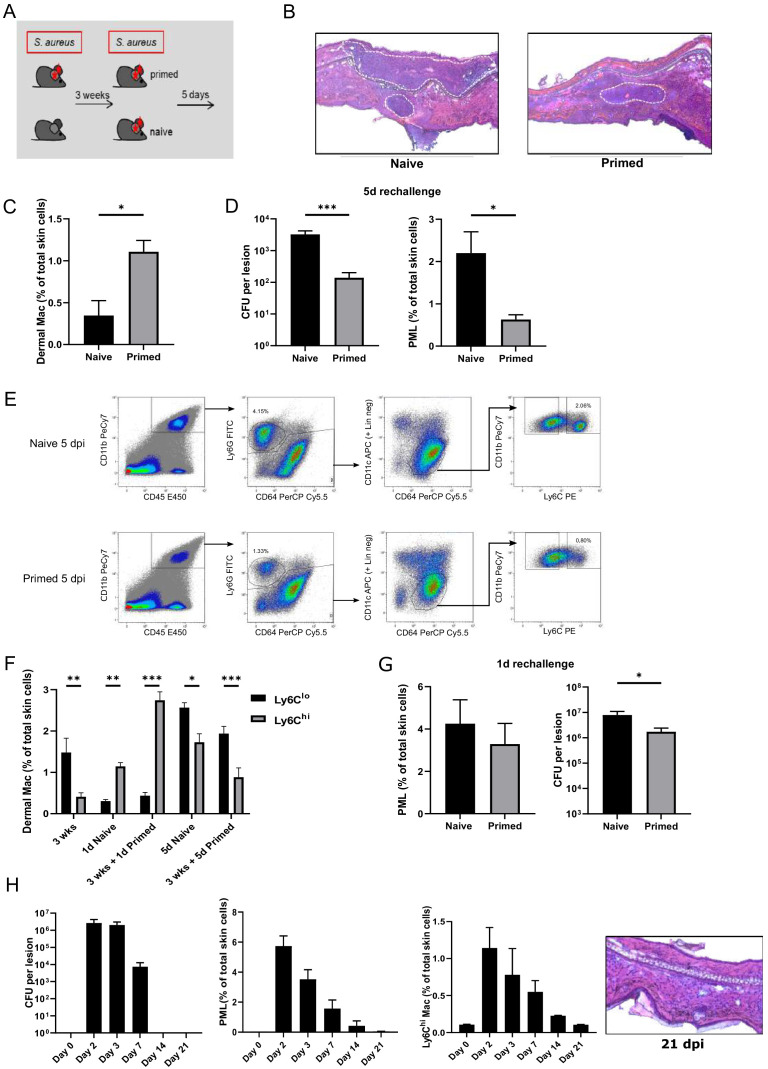
Intradermal *S. aureus* infection increases resistance to secondary infection. (**A, D**) Wt mice were i.d. infected with *S. aureus* (10^7^ CFU in 10 µl PBS (primed) or not (naive)), (re-)infected 3 weeks later with the same bacterial dosage and analyzed for bacterial load and skin infiltrating PML after an additional 5 days (n: eight biological replicates representing two independent experiments). (**B**) HE staining of cryosections from naïve and previously infected mice 5 days after (re-)infection. Dashed lines mark immune cell infiltrations. (**C**) Quantification of dermal Mφ in wt mice 3 weeks after primary infection and without secondary infection, data is gated on all CD64^hi^ macrophages. (n: three biological replicates representing three independent experiments). (**E**) Representative FACS plots of the dermal myeloid cell composition in naïve and primed mice treated as in (**A**) 5 days after secondary infection (numbers represent % of total skin cells). (**F**) Frequency of Ly6C^lo^ and Ly6C^hi^ dermal Mφ 3 weeks after primary infection as well as after (re-)infection periods of 1 and 5 days in primed mice and mice infected for the first time (naïve). (**G**) Wt mice infected with *S. aureus* (10^7^ CFU in 10 µl PBS) and (re-)infected 3 weeks later (primed) or for the first time (naïve) with the same amount of bacteria and analyzed for bacterial load and skin infiltrating PML after (re-)infection for 1 day (n: 7–8 biological replicates representing two independent experiments). (**H**) CFU counts, skin neutrophil and Ly6C^hi^ dermal Mφ numbers of WT mice up to 21 days after i.d. *S. aureus* infection and without secondary infection. HE staining of cryosections from wt mice 3 weeks after i.d. *S. aureus* infection. Data were analyzed using either two tailed Mann-Whitney test or two-way ANOVA with Bonferroni’s multiple comparison test. Error bars are mean ± SEM. *p<0.05, **p<0.01, ***p<0.001.

**Figure 1—figure supplement 1.**
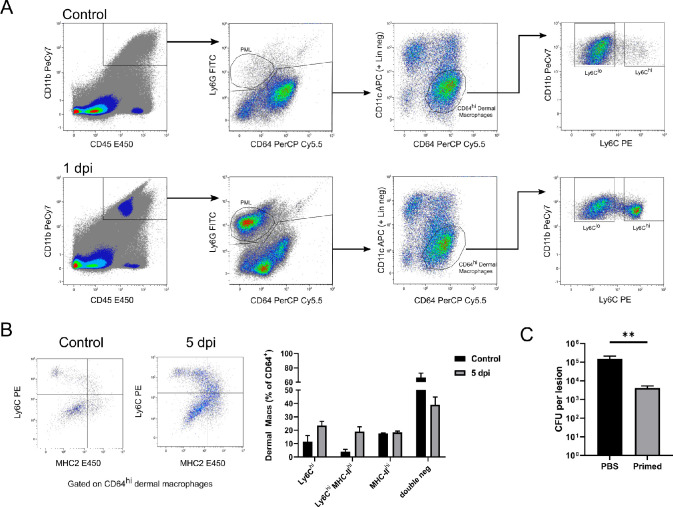
Gating Strategy used to distinguish dermal macrophages. (**A**) Representative FACS plots showing gating strategy used to identify tissue resident dermal macrophages in uninfected and 1 day post infection (naïve) wt mice. Resident dermal macrophages are defined as CD45^hi^ CD11b^hi^ CD64^hi^ CD3^lo^ CD11c^lo^. (**B**) Representative FACS plots showing gating strategy used to distinguish Ly6C expression of dermal Mφ within the CD64^hi^ population. (**C**) Bacterial load of wt mice injected with PBS or *S. aureus* and (re-)infected for an additional 5 days (n:8 biological replicates representing two independent experiments). Data were analyzed using either two tailed Mann-Whitney test. Error bars represent mean ± SEM, **p<0.01.

### Infection-induced resistance against *S. aureus* does not depend on bone marrow-derived monocytes and on mature T, B, and NK cells

To investigate the role of bone marrow-derived cells in the establishment of induced resistance against *S. aureus,* we analyzed the proportion of Ly6C^hi^ Mφ, which are putative monocyte progeny (Kolter et al., 2019), and of Ly6C^lo^ dermal Mφ during (re-)infection. During steady state, Ly6C^hi^ dermal Mφ only accounted for less than 1% of skin immune cells. After secondary infection periods of 1 or 5 days, the number of Ly6C^hi^ dermal Mφ increased to 2–3% of total skin cells in wt mice (Figure 1F). While this increase was absent in *Ccr2*^-/-^ mice, Ly6C^lo^ Mφ numbers were similar to wt mice (Figure 2A and Figure 2—figure supplement 1A). This indicates a dynamic turnover process which is highly dependent on the respective timeline of infection. We next tested whether, despite significantly reduced numbers of inflammatory monocytes, enhanced resistance against *S. aureus* could be induced in *Ccr2*^-/-^ mice in vivo. First, we found naïve *Ccr2*^-/-^ mice to exhibit an overall higher bacterial burden after primary *S. aureus* infection. However, a rechallenge of previously infected *Ccr2*^-/-^ mice revealed increased bacterial killing (as indicated by a reduction in *S. aureus* CFU), decreased infiltrating PML, and less skin IL-1β concentrations as compared to naïve counterparts 5 days after (re-)infection (Figure 2B). To further investigate whether this memory phenotype could be transferred with bone marrow from primed to naïve mice, we injected CD45.1 mice i.d. with *S. aureus* or PBS. After 2 weeks, bone marrow from these mice was transferred into lethally irradiated naïve wt recipient mice. After an additional 2 weeks, recipient mice were infected with *S. aureus* for 5 days. In concordance with our previous finding that monocytes were not essential for innate memory after dermal *S. aureus* infection, we did not observe a significant difference in bacterial killing and neutrophil recruitment between recipient mice, which were reconstituted with bone marrow from infected mice, and those which were reconstituted with bone marrow from PBS treated mice (Figure 2—figure supplement 1B).

**Figure 2.**
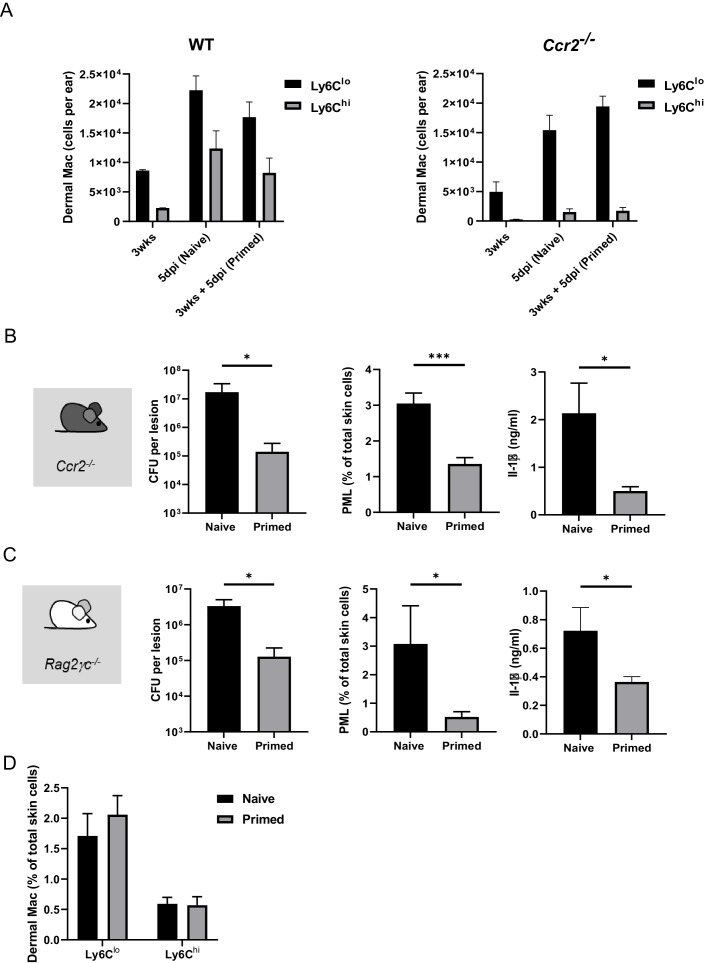
Innate memory does not depend on bone marrow-derived monocytes and on mature T, B, and NK cells. (**A**) Quantification of Ly6C^hi^ and Ly6C^lo^ dermal Mφ in mice infected 3 weeks previously, naïve mice infected for the first time and primed mice, 5 days after i.d. (re-)infection with *S. aureus* in wt (left panel) and *Ccr2*^-/-^ mice (right panel). (**B**) *Ccr2*^-/-^ mice were i.d. infected with *S. aureus* (10^7^ CFU in 10 µl PBS) and i.d. (re-)infected 3 weeks later (primed) or for the first time (naïve) with the same amount of bacteria and analyzed for bacterial load, skin infiltrating PMLs and skin IL-1β levels after additional 5 days (n: 11 biological replicates representing three independent experiments). (**C**) *Rag2*^–/–^*γc*^–/–^ mice were i.d. infected with *S. aureus* (10^7^ CFU in 10 µl PBS) and i.d. (re-)infected 3 weeks later (primed) or for the first time (naïve) with the same amount of bacteria and analyzed for bacterial load, skin infiltrating PML and skin IL-1β levels after additional 5 days (n: 5–7 biological replicates from two independent experiments). (**D**) Quantification of Ly6C^hi^ and Ly6C^lo^ dermal Mφ in naïve and primed *Rag2*^–/–^*γc*^–/–^ mice 5 days after (re-)infection. Data were analyzed using two tailed Mann-Whitney test. Error bars are mean ± SEM. *p<0.05, ***p<0.001.

**Figure 2—figure supplement 1.**
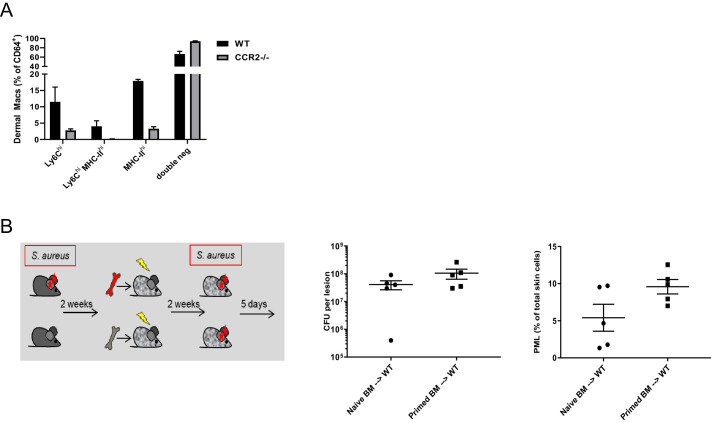
Bone marrow cells do not contribute to innate memory. (**A**) Comparison of dermal Mφ numbers gated as in (Figure 1—figure supplement 1B) in wt and *Ccr2*^-/-^ mice in steady state. (**B**) CD45.1 mice mice were i.d. injected with *S. aureus* (10^7^ CFU in 10 µl PBS) or PBS. After 2 weeks, bone marrow from these CD45.1 mice mice was transferred into lethally irradiated naïve wt recipient mice and after additional 2 weeks recipient mice were infected with *S. aureus* (10^7^ CFU in 10 µl PBS) for 5 days (n: five biological replicates).

Next we determined, whether *S. aureus-*induced immune memory was dependent on the adaptive immune system. Therefore, we analyzed *Rag2*^–/–^*γc*^–/–^ mice, which lack mature B, T and NK cells, but have similar skin Mφ numbers compared to wt mice (Figure 2D and Figure 1F), for enhanced protection against bacteria by re-exposure. Primed *Rag2*^–/–^*γc*^–/–^ mice showed a clear memory phenotype with increased bacterial killing, reduced PML and IL-1β tissue concentration at 5 days p.i. (Figure 2C). Therefore, the lasting protective effects exerted by *S. aureus* did not depend on bone-marrow derived monocytes and the adaptive immune system and qualified as ‘innate immune memory’.

### Resident dermal Mφ mediate innate memory

To further demonstrate that dermal Mφ were responsible for the enhanced resistance to secondary *S. aureus* infection, we treated previously infected mice with either liposomal clodronate or control liposomes (Figure 3A). This method depletes about 70–80% of all CD64^hi^ dermal Mφ within 2 days by induction of apoptosis (Feuerstein et al., 2015). Repopulation of dermal Mφ occurred one week after depletion (Figure 3B). We injected clodronate liposomes into mice 2.5 weeks after *S. aureus* infection to deplete resident dermal Mφ. After an additional 1.5 weeks mice were (re-)infected. We found reduced bacterial killing, increased PML numbers and higher IL-1β concentrations in the skin of clodronate treated mice (Figure 3C). This indicated that depletion of the resident dermal Mφ pool abolished innate memory, although the Mφ density was maintained due to invasion of monocytes. We next tested, whether infection of contralateral tissue (ear) could increase the protection as well. Interestingly, innate memory could only be observed after a re-challenge of the same ear (Figure 3D), indicating that it was primarily mediated by local resident Mφ without contribution of blood- or bone marrow-derived cells.

**Figure 3.**
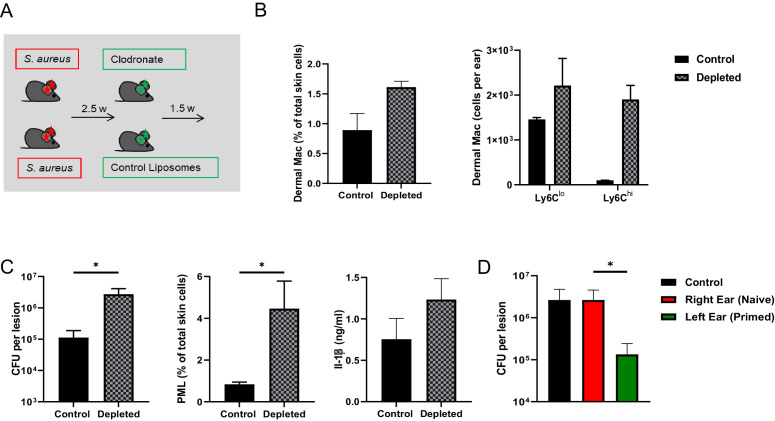
Dermal Mφ mediate innate memory. (**A**) Wt mice were i.d.infected with *S. aureus* (10^7^ CFU in 10 µl PBS) and 2.5 weeks later i.d. injected with either clodronate liposomes or control liposomes. (**B**) Quantification of CD64^hi^, Ly6C^hi^ and Ly6C^lo^ dermal Mφ from control and depleted mice treated as in (**A**). (**C**) Wt mice were treated as in (**A**) and re-challenged with *S. aureus* (10^7^ CFU in 10 µl PBS) 1.5 weeks after clodronate treatment and analyzed for bacterial load, skin infiltrating PML and skin IL-1β levels after 5 days (n: eight biological replicates from two independent experiments). (**D**) Only the left ears of wt mice were i.d. infected with *S. aureus* for 3 weeks and the memory status of the corresponding right ear analyzed after additional infection of both ears for 5 days (n: 10–11 biological replicates from three independent experiments). Data were analyzed using two tailed Mann-Whitney test. Error bars are mean ± SEM. *p<0.05. (in **D** the groups right ear and left ear were compared).

### Innate memory alters the transcriptional signature in dermal Mφ

We next investigated the transcriptional changes associated with innate memory in dermal Mφ. 

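Gene expression of CD64 hi dermal Mφ sorted from ear skin of *Ccr2*-/- mice was measured on Clariom S mouse arrays, with 1 array per biological replicate. The series holds 3 arrays of Mφ from mice 3 weeks after intradermal injection of *S. aureus*, 3 arrays of Mφ from mice 3 weeks after injection of PBS (vehicle control mice) and 3 arrays of Mφ from uninfected mice. *Ccr2* encodes the chemokine receptor with which monocytes leave the bone marrow. Its log2 signal was 5.79 ± 0.15 (SD, n = 3 arrays) after *S. aureus*, 5.13 ± 0.54 (SD, n = 3) after PBS and 5.70 ± 0.32 (SD, n = 3) in uninfected mice. All 9 arrays come from the same genotype, and the place of the probes relative to the deleted part of the gene is not known, so this signal does not check the labels. *Ptprc*, which encodes the leukocyte marker CD45, had log2 signals of 14.17 ± 0.24, 13.94 ± 0.11 and 14.02 ± 0.03 in the 3 groups (SD, n = 3 each). *Mrc1*, the mannose receptor of resident Mφ, had log2 signals of 16.88 ± 0.20, 16.93 ± 0.20 and 17.00 ± 0.13 in the same order (SD, n = 3 each). Transcripts typical of other cell types differed between arrays, although the sort kept CD45 hi CD11b hi CD64 hi CD3 lo CD11c lo cells, a gate that would remove keratinocytes and T cells. *Krt14*, a keratin of basal keratinocytes, had log2 signals between 8.68 and 10.73 in the uninfected arrays and between 6.10 and 7.12 in the other 6 arrays. *Cd3e*, a subunit of the T cell receptor complex, had a log2 signal of 7.20 in *S. aureus* replicate 3 and 5.66 in replicate 1, where the other 7 arrays lay between 4.51 and 4.89. The Y-linked gene *Uty* had a log2 signal of 4.67 in PBS replicate 3 and between 8.43 and 9.82 in the other 8 arrays.

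The authors summarized the probe set signals in log2 scale with the GCCN-SST-RMA algorithm in Affymetrix Expression Console 1.4. These log2 signals were used here as deposited, with no further normalization and no filter on dim probe sets. Each array has 22202 probe sets and a median log2 signal between 6.27 and 6.40. Pearson correlations across probe sets lay between 0.983 and 0.995 for all pairs of arrays. A gene symbol could be paired with 19569 of the probe sets, and the other 2633 were tested and counted but not named. The groups were compared with limma over all 9 arrays, with Benjamini-Hochberg adjustment over all probe sets, and a probe set was called at an adjusted p under 0.05. Probe sets with a fold change above 2 and an unadjusted p under 0.05, the thresholds of the study, were counted separately. Arrays with the same replicate number deviated together weakly at most (correlations between -0.0592 and 0.152, with 1 of 9 pairs above 0.1), so replicates were not paired. The deposited values hold no detection p, so signal over background was not used, and the number of arrays limits the precision.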

Resident dermal Mφ were sorted from *S. aureus* infected and control *Ccr2*^-/-^ mice, which were used in order to specifically analyze the memory program in resident dermal Mφ, which – as shown above - essentially mediate increased resistance to a secondary infection. 

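*Thbs1*, which encodes the secreted matrix glycoprotein thrombospondin 1, rose most in Mφ from *S. aureus* infected mice compared with Mφ from vehicle control mice among the genes that passed the adjusted threshold. Its log2 signal was 11.20 ± 0.62 (SD, n = 3 arrays) after *S. aureus* and 7.85 ± 0.39 (SD, n = 3) after PBS, a fold change of 10.15 (log2 fold change 3.34, SE 0.34, adjusted p = 0.00812 from limma). *H2-Ab1* and *H2-Aa*, the chains of the MHC class II molecule I-A, rose with log2 fold changes of 1.72 (SE 0.21) and 1.24 (SE 0.16), each with an adjusted p of 0.0373. *Uck2*, a kinase of the pyrimidine salvage pathway, rose with a log2 fold change of 2.30 (SE 0.29, adjusted p = 0.0373). *Tmem26*, which encodes a transmembrane protein, rose with a log2 fold change of 1.89 (SE 0.17, adjusted p = 0.00574). In each of these 5 genes all 3 *S. aureus* arrays lay above all 3 PBS arrays, an order that chance gives for 10% of probe sets and that held here for 10.6% of them in either direction.

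**Figure D1:**
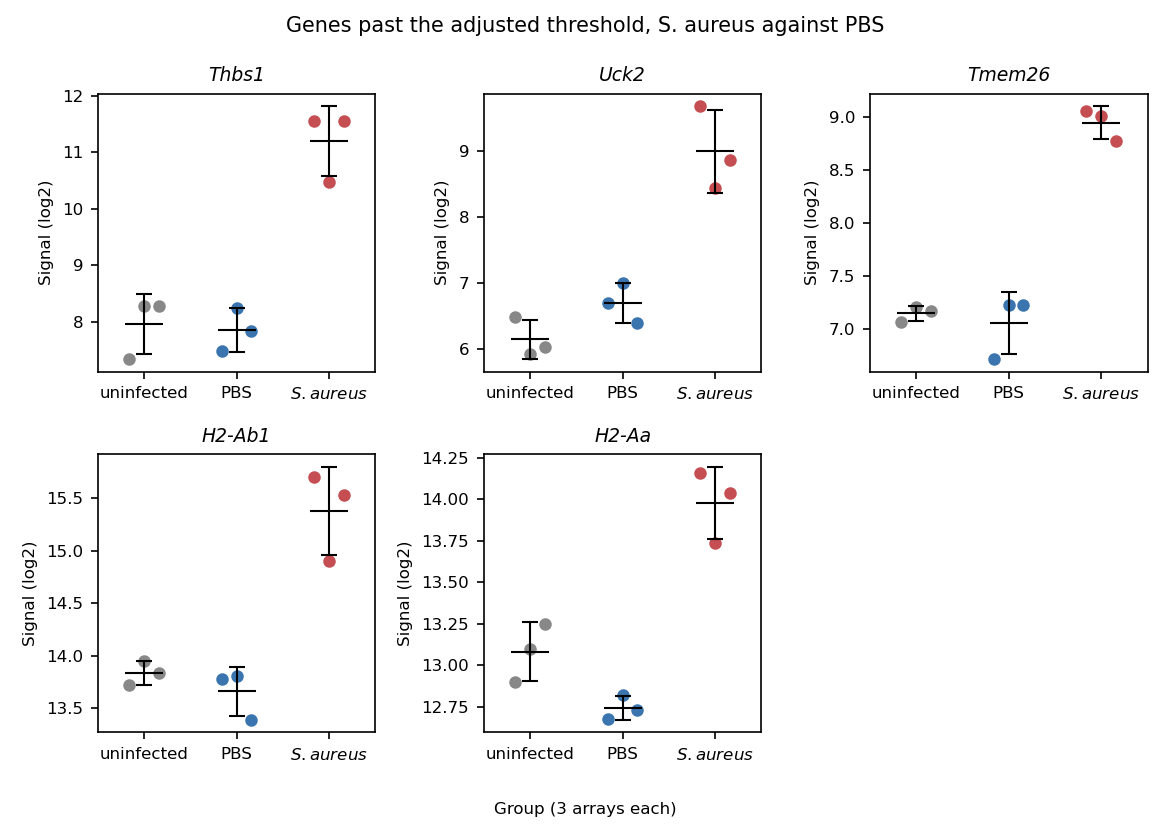
Log2 signals of *Thbs1*, *Uck2*, *Tmem26*, *H2-Ab1* and *H2-Aa* (y axes, log2) in Mφ from uninfected mice and from mice 3 weeks after PBS or *S. aureus* (x axes). Points are the 3 arrays of each group, and the bar and whiskers are their mean and SD. For *Thbs1* the *S. aureus* arrays lie between 10.48 and 11.56 and the PBS arrays between 7.48 and 8.25.

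These 5 were the only probe sets past the adjusted threshold among 22202, and none was lower. At an unadjusted p under 0.05 there were 1128 probe sets, where 1110 are expected by chance. With the deposited signals quantile normalized once more, 6 probe sets were higher and 1 was lower, and with each array centred on its median 4 were higher and 1 was lower.
At the thresholds of the study, 96 probe sets were higher and 17 were lower after *S. aureus*, and 86 of these 113 probe sets had a gene name. Among those whose *S. aureus* arrays all lay above all PBS arrays, the genes with the largest differences that did not pass the adjusted threshold were the interferon-inducible GTPase gene *Tgtp2* (log2 fold change 2.47, SE 0.36, adjusted p = 0.0612), the small heat shock protein gene *Hspb1* (2.36, SE 0.42, adjusted p = 0.145), the cytokine-like gene *Cytl1* (2.24, SE 0.78, adjusted p = 0.873) and the complement gene *C6* (1.98, SE 0.52, adjusted p = 0.589). *Tgtp2* has a near-identical neighbour, *Tgtp1*, so that its probes may not tell them apart. *Uty* had a log2 fold change of 1.90 (SE 0.86, adjusted p = 0.98) and was low in PBS replicate 3 alone among the 9 arrays. The lower genes with the largest differences and no overlap between the arrays were *1700001P01Rik* (-1.45), *Letm2* (-1.29), *Zfp526* (-1.28), *Fbxo48* (-1.27), *Taf1a* (-1.13), *Pik3ip1* (-1.11), *Atp6v0d2* (-1.09), *Slc16a10* (-1.09), *Icam2* (-1.05) and *Rfc5* (-1.02), with adjusted p between 0.0612 and 0.651 in limma. *Atp6v0d2* encodes a subunit of the vacuolar ATPase and *Slc16a10* an aromatic amino acid transporter.
Markers of fibroblasts differed between these arrays, with a mean log2 signal of 7 fibroblast genes of 10.48 in *S. aureus* replicate 1, 8.80 and 9.09 in replicates 2 and 3, and 8.36, 8.36 and 8.67 in the PBS arrays. With this score as a covariate, chosen after seeing the data, 0 probe sets passed the adjusted threshold. The log2 fold changes were then 2.85 (SE 0.42) for *Thbs1*, 1.78 (SE 0.33) for *Uck2*, 1.77 (SE 0.24) for *Tmem26*, 1.43 (SE 0.27) for *H2-Ab1* and 1.02 (SE 0.20) for *H2-Aa*, each smaller and with a larger SE than without the covariate, and 1.53 for *Hspb1*, 0.75 for *Cytl1* and 0.84 for *C6*. Without 1 array the count lay between 1 (without PBS replicate 1) and 22 (without *S. aureus* replicate 2). *Tmem26* passed without any single array, *Thbs1* did not pass without PBS replicate 1 (adjusted p = 0.0519) or *S. aureus* replicate 3 (adjusted p = 0.0574), and *Uck2*, *H2-Ab1* and *H2-Aa* passed without *S. aureus* replicate 2 only, with adjusted p up to 0.19, 0.16 and 0.252 without another array. *Hspb1* and *Zfp526* passed without *S. aureus* replicate 2 (adjusted p = 0.0059 and 0.0249), and *Tgtp2* without PBS replicate 3 (adjusted p = 0.00302).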

Three weeks after *S. aureus* infection, 65 genes were differentially expressed as compared to Mφ from vehicle control mice including the transcription factor *Stat1* (Figure 4A). Gene ontology analysis using the Panther bioinformatics platform revealed enrichment of terms associated with antigen presentation, response to interferons and positive regulation of cytokine production (Figure 4B). Accordingly, intradermal *S. aureus* infection induced lasting changes in a distinct subset of genes which was associated with increased resistance to secondary infection.

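The lists of antigen presentation by MHC class II and of the response to interferon-γ were higher, each as a list, in Mφ from *S. aureus* infected mice compared with Mφ from vehicle control mice. Of 17 measured MHC class II genes, 2 rose and none fell at an adjusted p under 0.05 in limma (7 rose when adjusted over the list alone), 6 were higher at the thresholds of the study, and 13 had a positive and 4 a negative log2 fold change. The median log2 fold change of this list was 0.20 (camera adjusted p = 1.22e-09, and adjusted p = 0.0112 with an estimated correlation). Beside the I-A chains, *H2-DMa* (log2 fold change 1.66, SE 0.37, adjusted p = 0.324) and *H2-DMb1* (1.19, SE 0.21, adjusted p = 0.143), which encode the peptide-loading molecule H2-M, *H2-Eb1* (1.15, SE 0.20, adjusted p = 0.135) and the lysosomal protease gene *Ctsh* (1.33, SE 0.27, adjusted p = 0.194) were higher only at the thresholds of the study. Of 25 measured genes of the interferon-γ response, none passed the adjusted threshold in limma (14 were higher when adjusted over the list alone), 15 were higher and none was lower at an unadjusted p under 0.05, and 5 were higher at the thresholds of the study. The median log2 fold change of this list was 0.62 (camera adjusted p = 6.23e-18, and adjusted p = 0.0376 with an estimated correlation). This median fell to 0.27 with the fibroblast score as a covariate, chosen after seeing the data, and to 0.43 without *S. aureus* replicate 1. Besides *Tgtp2*, these 5 were the chemokine gene *Cxcl9* (log2 fold change 2.18, SE 0.68, adjusted p = 0.773), the Fc receptor genes *Fcgr4* (1.64, SE 0.33, adjusted p = 0.194) and *Fcgr1* (1.02, SE 0.26, adjusted p = 0.514), and the GTPase gene *Iigp1* (1.32, SE 0.30, adjusted p = 0.365). *Cxcl9* had log2 signals of 9.78, 6.90 and 8.88 after *S. aureus* and of 5.48, 6.00 and 7.53 after PBS. Its log2 fold change was 1.55 without *S. aureus* replicate 1 and 2.99 without *S. aureus* replicate 2. With the fibroblast score as a covariate the log2 fold changes were 0.58 for *Cxcl9*, 0.55 for *Fcgr1*, 0.91 for *H2-DMa* and 0.77 for *Ctsh*, but 1.63 for *Iigp1* and 2.24 for *Tgtp2*.

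**Figure D2:**
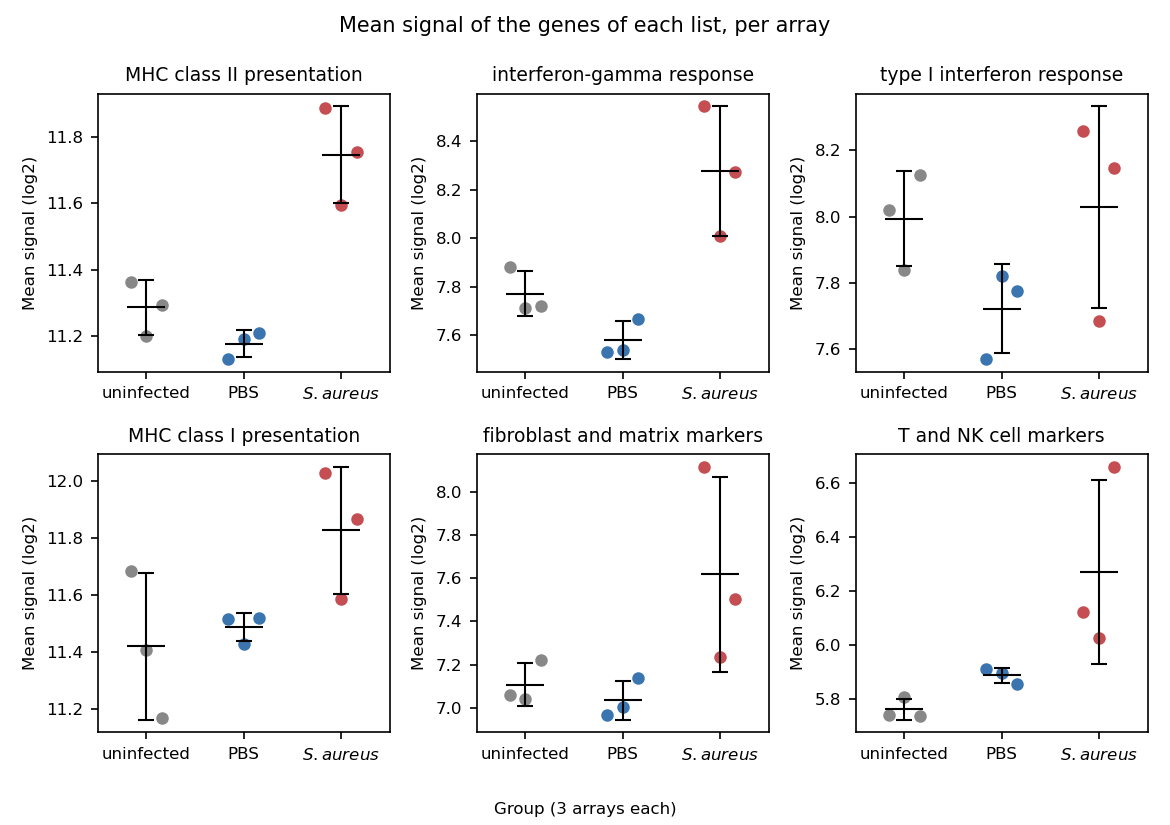
Mean log2 signal of the measured genes of 6 lists (y axes, log2) in each array of Mφ from uninfected mice and from mice 3 weeks after PBS or *S. aureus* (x axes). Points are arrays, and the bar and whiskers are the mean and SD of 3 arrays. For the interferon-γ response the *S. aureus* arrays lie between 8.01 and 8.54 and the PBS arrays between 7.53 and 7.67.

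Of 19 genes of MHC class I presentation, 3 were higher when adjusted over the list alone and none passed over all probe sets in limma, where 6 were higher at an unadjusted p under 0.05. Their median log2 fold change was 0.27 (camera adjusted p = 1.15e-06), with adjusted p = 0.277 with an estimated correlation. Of 28 genes of the type I interferon response, none passed in limma, over all probe sets or when adjusted over the list alone, and 6 were higher at an unadjusted p under 0.05. The camera adjusted p of this list was 0.000212, with adjusted p = 0.291 with an estimated correlation, and its median became -0.01 with the fibroblast score as a covariate. Without *S. aureus* replicate 1 it did not pass (adjusted p = 0.0651). Without 1 array the median of the MHC class I list lay between 0.23 and 0.45 (without *S. aureus* replicate 2) and that of the type I interferon list between 0.15 (without *S. aureus* replicate 3) and 0.53 (without *S. aureus* replicate 2). For 13 genes of interferons and their receptors the list test did not pass (median log2 fold change -0.04, mean 0.03, camera adjusted p = 0.788).
Among the 86 named genes at the thresholds of the study, MHC class II genes were enriched (6 of 17, Fisher's exact test, one-sided, adjusted p = 1.91e-09 over 26 lists), as were genes of the interferon-γ response (5 of 25, adjusted p = 9.56e-07), while inflammatory cytokines and chemokines were not (1 of 22, adjusted p = 0.175). The same test called 8 other lists: fibroblast and matrix markers (4 of 20, adjusted p = 1.4e-05), alternative activation and tissue repair (3 of 20, 0.000581), pattern recognition and phagocytic receptors (3 of 29, 0.00145), monocyte markers (2 of 15, 0.00841), T and NK cell markers (2 of 19, 0.0116), immediate early and stress genes (2 of 22, 0.0136), proliferation (2 of 25, 0.0156) and sex-linked genes (1 of 3, 0.0343). These counts pool higher and lower genes. Among higher genes alone all of these lists but proliferation passed. Proliferation had adjusted p = 0.177 there and 0.116 among lower genes alone in Fisher's exact test. The sex-linked gene was *Uty*, which was low in PBS replicate 3 alone. The background was the 19502 named genes. The lists are not the terms of the paper's Panther analysis. The list of inflammatory cytokines and chemokines holds these genes themselves, so it does not test the paper's term on positive regulation of cytokine production. The lists were written after Figure 4A and B had been seen. The antigen presentation, interferon and cytokine lists are therefore not independent evidence of their direction. Several other lists also hold genes printed in Figure 4A and are not independent either. Among these genes are *Sparc* and *Eln* (matrix), *Thbs1* and *Plau* (tissue repair), *Hspb1* and *Rgs2* (stress), and *Cenpa* and *Rfc5* (proliferation). Others are *Tlr5*, *Fcgr1* and *Fcgr4* (pattern recognition), *Slc2a1* (glycolysis), and *Acp5* and *Atp6v0d2* (lysosome). In the same arrays T and NK cell markers had mean log2 signals of 6.12, 6.02 and 6.66 after *S. aureus* and between 5.86 and 5.91 after PBS, and fibroblast markers had 8.12, 7.24 and 7.51 against 6.96 to 7.14.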

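Beside the genes of antigen presentation and the interferon response, lists of matrix, stress and glucose uptake genes were called higher in Mφ from *S. aureus* infected mice by camera with its preset correlation, as were markers of other cell types. None of these lists passed with an estimated correlation, and none of their genes passed the adjusted threshold in limma. Of 20 fibroblast and matrix genes, 18 had a positive log2 fold change against PBS and none passed the adjusted threshold in limma (6 were higher when adjusted over the list alone, and 9 at an unadjusted p under 0.05). *Sparc*, a secreted matricellular protein, had a log2 signal of 14.57 ± 0.79 after *S. aureus* and 12.78 ± 0.66 after PBS (SD, n = 3 arrays each), and the collagen genes *Col1a1* and *Col3a1* had log2 fold changes of 1.57 (SE 0.43) and 1.11 (SE 0.40). The camera adjusted p of this list was 1.12e-08, with adjusted p = 0.137 with an estimated correlation. Without *S. aureus* replicate 1 its median fell from 0.62 to 0.17, and the log2 fold changes of *Col1a1* and *Col3a1* fell to 0.91 and 0.56. With the fibroblast score as a covariate, chosen after seeing the data, they were 0.48 and 0.08. Of 22 immediate early and stress genes, 5 were higher when adjusted over the list alone and none passed over all probe sets in limma, where 5 were higher at an unadjusted p under 0.05. Besides *Hspb1*, this list holds *Rgs2*, a regulator of G protein signaling (log2 fold change 1.74, SE 0.36, adjusted p = 0.229), and its camera adjusted p was 0.00149, with adjusted p = 0.255 with an estimated correlation. Of 22 genes of glycolysis and glucose uptake, 3 were higher and 1 was lower when adjusted over the list alone (camera adjusted p = 0.0156, and adjusted p = 0.137 with an estimated correlation). *Slc2a1*, the glucose transporter GLUT1, had a log2 fold change of 1.26 (SE 0.23, adjusted p = 0.169), and *Gapdh*, *Hif1a* and *Mtor* had 0.11, 0.11 and 0.13, with adjusted p = 0.997 each.
Of 24 lysosomal and vacuolar ATPase genes, 2 were lower when adjusted over the list alone (camera adjusted p = 0.0215, and adjusted p = 0.137 with an estimated correlation). Of 29 pattern recognition and phagocytic receptor genes, 3 were higher when adjusted over the list alone, among them *Tlr5*, the receptor for flagellin (log2 fold change 1.31, SE 0.31, adjusted p = 0.408). The camera adjusted p of this list was 0.0221, with adjusted p = 0.48 with an estimated correlation.
T and NK cell markers (19 genes, median log2 fold change 0.33, camera adjusted p = 9.56e-05, and adjusted p = 0.137 with an estimated correlation) and monocyte markers (15 genes, median 0.27, camera adjusted p = 4.46e-05, and adjusted p = 0.0596 with an estimated correlation) were higher as lists, while no member passed when adjusted over either list alone. The median of the T and NK cell markers fell to 0.16 without *S. aureus* replicate 3, and that of the monocyte markers to 0.14 without *S. aureus* replicate 1 and rose to 0.47 without *S. aureus* replicate 3. The monocyte marker *Ly6c2* had a log2 fold change of 0.27 (SE 0.21, adjusted p = 0.997), which was 0.10 without *S. aureus* replicate 1, 0.38 without *S. aureus* replicate 2 and -0.06 with the fibroblast score as a covariate. Mast cell and basophil markers were lower as a list (11 genes, median -0.23, camera adjusted p = 0.0221, and adjusted p = 0.137 with an estimated correlation). The 3 measured sex-linked genes differed through PBS replicate 3 (median 0.79, camera adjusted p = 0.014, and adjusted p = 0.277 with an estimated correlation), with a median of 0.15 without that array. Several of these calls ended without 1 array, which also leaves fewer degrees of freedom. A lost call alone does not show that a difference rests on that array. The median of the mast cell list, for example, stayed between -0.338 and -0.155 over all alternatives. The stress list did not pass without *S. aureus* replicate 1 (adjusted p = 0.0508), the glycolysis list without *S. aureus* replicate 1 or PBS replicate 3 (adjusted p up to 0.126), the lysosome list without *S. aureus* replicate 1 or 3 (up to 0.141), the pattern recognition list and the mast cell list without *S. aureus* replicate 1 or 3 or PBS replicate 3 (up to 0.204 and 0.123), and the sex-linked genes without *S. aureus* replicate 1 or PBS replicate 3 (up to 0.222).
The list test did not pass for resident dermal Mφ markers (23 genes, camera adjusted p = 0.657), alternative activation and tissue repair (20 genes, 0.278), complement components (11 genes, 0.378), neutrophil markers (15 genes, 0.0877), dendritic and Langerhans cell markers (18 genes, 0.545), B cell markers (7 genes, 0.115), keratinocyte markers (20 genes, 0.278), endothelial cell markers (15 genes, 0.544), melanocyte, Schwann and muscle markers (16 genes, 0.974), erythrocyte markers (2 genes, 0.974) and proliferation (25 genes, 0.716). Of these, the resident Mφ, complement and neutrophil lists passed as higher without *S. aureus* replicate 2 (adjusted p = 0.00423, 0.00861 and 0.0125), and the neutrophil list also without PBS replicate 3. Of the 13 lists that camera called among 26, only those of MHC class II presentation and the interferon-γ response passed with an estimated correlation. From the genes that differed 3 weeks after infection and the terms enriched among them, the paper reasons that intradermal *S. aureus* infection induced lasting changes in a subset of genes, which was associated with increased resistance to secondary infection.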

**Figure 4.**
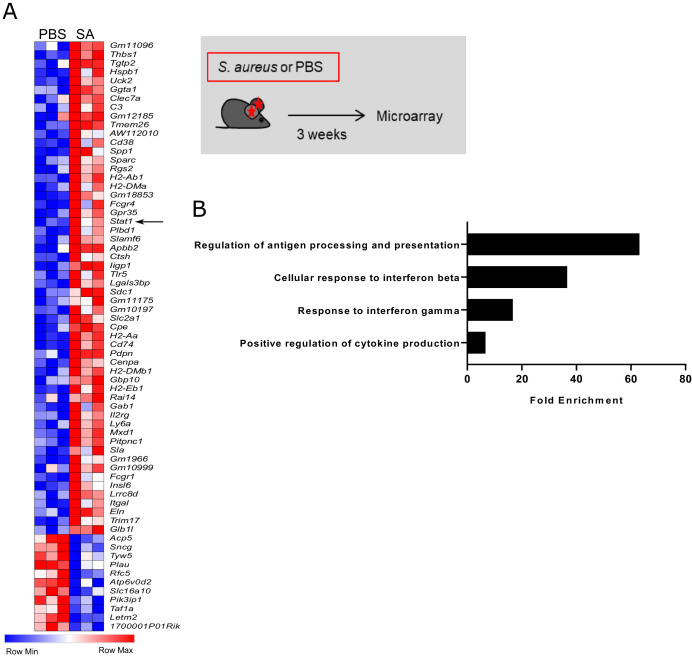
Innate memory signature in *S. aureus* challenged dermal Mφ. (**A**) Heat map depicting differentially expressed genes between PBS and *S. aureus* treated *Ccr2*^-/-^ mice 3 weeks after infection. Total CD64^hi^ macrophages were sorted from ear skin as described in Figure 1—figure supplement 1A. (**B**) Gene ontology analysis of overrepresented terms in PBS vs *S. aureus* infected mice. (Data represents three biological replicates per condition in one experiment). Genes with a fold change above 2.0 and a student’s t test P value lower than 0.05 were analyzed using the Panther bioinformatics platform.

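Of the gene names printed in the heat map of Figure 4A, 50 could be paired with a named probe set, 39 of them shown as higher and 11 as lower after *S. aureus*. All 39 were higher and all 11 were lower in the log2 signals used here, and 47 of the 50 passed the thresholds of the study in limma. Only *Thbs1*, *Uck2*, *Tmem26*, *H2-Ab1* and *H2-Aa* passed the adjusted threshold. The 3 *S. aureus* arrays did not contribute alike, since replicate 1 had the highest signal of all 9 arrays for 32 of the 39 higher genes and replicate 2 the lowest signal of the *S. aureus* arrays for 26 of them. Compared with Mφ from uninfected mice, 38 of the 39 genes were higher on average after *S. aureus*, and 20 passed the adjusted threshold in limma. The 11 lower genes were also lower on average than in uninfected mice, but only *Plau* passed (log2 fold change -1.13, adjusted p = 0.0386), and several were near no change (*Atp6v0d2* -0.02, *Letm2* -0.06, *Acp5* -0.07). For 9 of the 11 the signal after PBS lay above that in uninfected mice on average. The genes of the heat map were chosen by the study on these arrays, so their direction here is not independent evidence.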

### Dermal Mφ show a specific memory signature and increased responsiveness after re-infection ex vivo

Upregulation of the transcription factor *Stat1*, as observed in the gene expression array, and its target *Cxcl9*, was confirmed by quantitative PCR to be increased in sorted CD64^hi^ Mφ from wt mice previously infected with *S. aureus* as compared to naïve mice (Figure 5A and B). These genes have been shown to be involved in innate memory in LPS-primed Mφ, which also show an enhanced resistance to *S. aureus* after 3 weeks (Yoshida et al., 2015). Accordingly, phosphorylated STAT1 was increased in dermal Mφ from whole tissue lysates of *S. aureus* infected skin (Figure 5C). Furthermore, Mφ of previously infected mice had increased expression of *Stat1* and *Cxcl9* 1 and 5 days after (re-)infection (Figure 5D). In addition, increased concentrations of CXCL9 were detectable 5 days after (re-)infection in skin lysates of primed mice compared to naïve controls (Figure 5E). Notably, CXCL9 has been reported to exhibit direct antimicrobial activity independent of its chemotactic activity (Reid-Yu et al., 2015). We confirmed this observation by an in vitro *S. aureus* killing assay showing the direct killing capacity of CXCL9 on the *S. aureus* strain Newman (Figure 5—figure supplement 1). Notably, in dermal Mφ sorted from primed mice that had received clodronate (as in Figure 3A), the enhanced expression of *Stat1* and *Cxcl9* was lost (Figure 5—figure supplement 2A).

**Figure 5.**
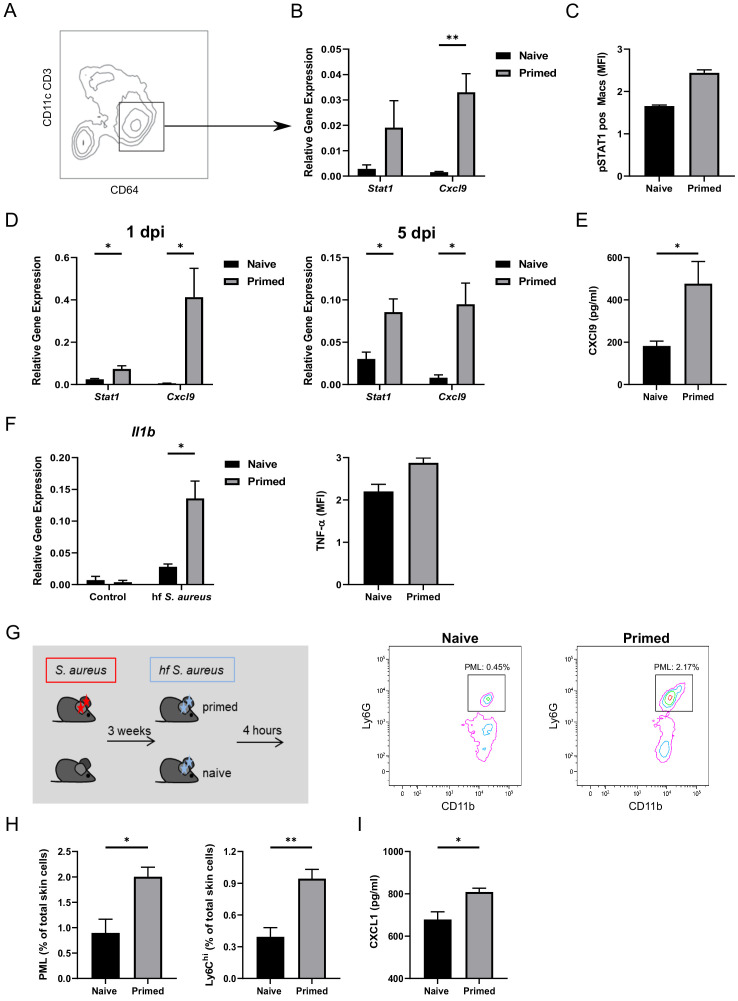
Dermal Mφ show a specific memory signature and increased responsiveness after (re-)infection ex vivo. (**A**) Exemplary FACS plot of CD64^hi^ dermal Mφ from wt mice 3 weeks after primary infection. (**B**) RNA expression of all CD64^hi^ dermal Mφ (as in A) sorted from *S. aureus* infected wt mice (primed) or naïve mice, analyzed 3 weeks after infection (n: five biological replicates from two independent experiments). (**C**) Digested ear skin from naïve or infected (primed) mice was analyzed for phosphorylated STAT1 positive dermal Mφ by flow cytometry (n: two biological replicates from two independent experiments). (**D**) RNA expression of sorted dermal Mφ from primed or naïve wt mice following (re-)infection periods of 1 and 5 days (n: three biological replicates from one independent experiment). (**E**) CXCL9 ELISA of skin lysates of primed or naïve wt mice after 5 days of (re-)infection (n: eight biological replicates representing two independent experiments). (**F**) Dermal Mφ sorted either from *S. aureus* infected mice (primed) or naïve wt mice, were re-challenged ex vivo with fixed *S. aureus*. Expression of pro-IL-1β was determined by qPCR. Intracellular (i.c) TNF concentrations were determined by antibody staining and analysis by flow cytometry. (**G–H**) Wt mice were infected i.d. with *S. aureus* (10^7^ CFU in 10 µl PBS) and (re-)infected i.d. 3 weeks later (primed) or for the first time (naïve) with fixed bacteria (10^8^ CFU in 10 µl PBS) and analyzed for skin infiltrating PML and Ly6C^hi^ dermal Mφ (n: eight biological replicates from two independent experiments). (**I**) CXCL1 ELISA of skin lysates from mice treated as in G. Data were analyzed using either two tailed unpaired T test (B, D and F) or with two tailed Mann-Whitney test (E, H and I). Error bars are mean ± SEM. *p<0.05, **p<0.01,.

**Figure 5—figure supplement 1.**
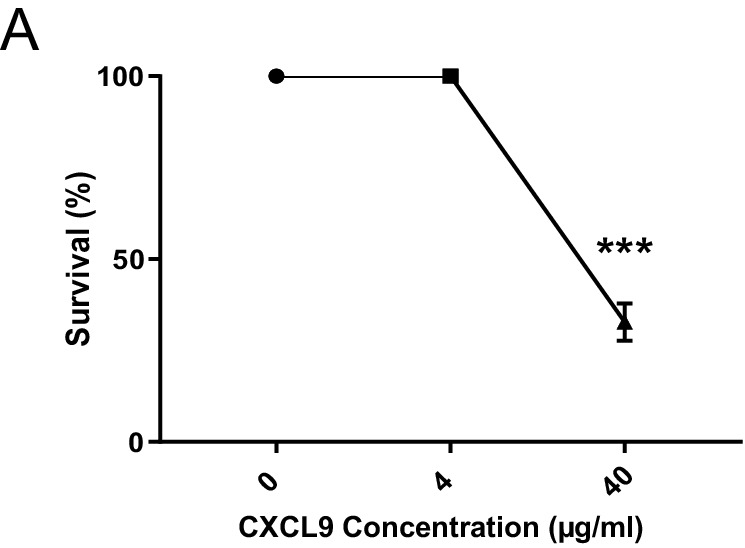
CXCL9 inhibits the growth of *S. aureus* Newman. In vitro CXCL9 killing assay of *S. aureus *Newman (data represents three independent experiments). Data were analyzed using one way ANOVA with Tukey´s multiple comparison test. Error bars represent mean ± SEM, ***p<0.001.

**Figure 5—figure supplement 2.**
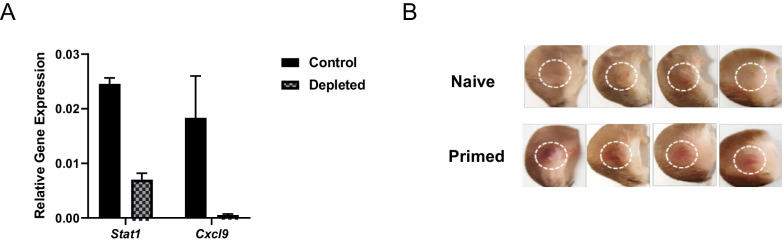
Innate memory signature is lost in clodronate treated mice. (**A**) Wt mice were i.d. infected with *S. aureus* (10^7^ CFU in 10 µl PBS) and 2.5 weeks later i.d. injected with either clodronate liposomes or control liposomes. After an additional 1.5 weeks total dermal CD64^hi^ Mφ were sorted and RNA expression analyzed by qPCR (data represents two independent experiments). (**B**) Lesion pathology of wt mice i.d. infected with *S. aureus* (10^7^ CFU in 10 µl PBS) and i.d. (re-)infected 3 weeks later (primed) or for the first time (naïve) with fixed bacteria (10^8^ CFU in 10 µl PBS).

**Figure 5—figure supplement 3.**
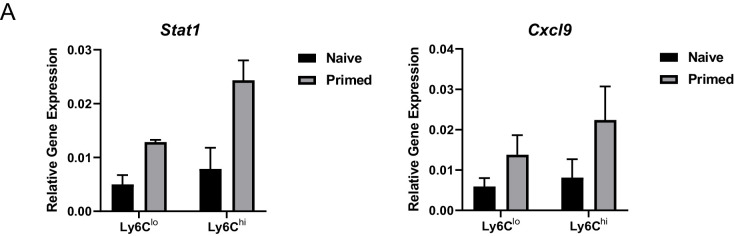
Ly6C^hi^ dermal Mφ can be primed within the infected tissue. CX_3_CR1^int^ Ly6C^hi^ and CX_3_CR1^lo^ Ly6C^lo^ Mφ subsets were sorted from *Cx3cr1^gfp/+^* reporter mice 3 weeks after i.d. infection with *S. aureus* (10^7^ CFU in 10 µl PBS) and analyzed for expression of *Stat1* and *Cxcl9* (n = 5 biological replicates representing one independent experiment).

We then analyzed the response of previously infected dermal Mφ to a second challenge with *S. aureus* ex vivo. Accordingly, CD64^hi^ dermal Mφ were sorted from mice 21 days after *S. aureus* infection or from naive mice and then stimulated ex vivo with fixed *S. aureus*. We found that dermal Mφ from primed mice showed higher pro *IL1B* expression and more TNF-α production than Mφ from naïve mice (Figure 5F). This finding suggested that in vivo priming leads to increased responsiveness to the same pathogen at the single Mφ level.

We have previously shown that rather subtle differences in eliciting inflammation in the earliest stages of staphylococcal infection translate into altered skin immunity for days. In these early stages, the Mφ response in vivo is similar regardless of whether live or fixed *S. aureus* is used (Feuerstein et al., 2015). Thus, the early Mφ response relies on recognition of the bacterial particle, rather than on secreted factors or active proliferation. The usage of fixed bacteria allows a focus on the Mφ activation status irrespective of the bacterial killing capacity. Upon challenge of primed mice for 4 hr with fixed *S. aureus* (Figure 5G), we observed significantly more skin-infiltrating PML and Ly6C^hi^ Mφ (Figure 5H) and visible skin erythema in previously infected mice (Figure 5—figure supplement 2B). In full agreement with the above results, primed mice had increased concentrations of CXCL1 in whole tissue lysates compared to naïve counterparts (Figure 5I). This strongly suggested that the initial response to *S. aureus* primed Mφ for an increased responsiveness to the second infection resulting in the more rapid recruitment of peripheral blood cells. While enhanced bacterial killing occurs in the absence of inflammatory monocytes (Figure 2B) we aimed to investigate whether Ly6C^hi^ cells invading the infected dermal microenvironment were primed as well. As Ly6C is downregulated by macrophages upon differentiation (Kolter et al., 2019), we sorted dermal Mφ from *Cx3cr1*^gfp/+^ reporter mice 3 weeks after primary infection (without secondary infection). We sorted two populations, namely CX_3_CR1^lo^ Ly6C^lo^ resident Mφ and CX_3_CR1^int^ Mφ which are partly Ly6C^hi^ and derived from incoming monocytes. We found both subsets to exhibit increased expression of *Stat1* and *Cxcl9* compared to cells sorted from naïve mice. Interestingly, the expression of both genes was higher in the Ly6C^hi^ subset, indicating that, while innate memory occurs in the absence of incoming Ly6C^hi^ Mφ, these cells can also be primed in the microenvironment of the infected ear (Figure 5—figure supplement 3).

Surprisingly, we did not find *S. aureus* to prime Mφ from different sources (bone-marrow, peritoneal cavity) for an enhanced secondary response in vitro as established for other effectors (Schrum et al., 2018; Cheng et al., 2014; Ifrim et al., 2014). Stimulation of bone marrow-derived Mφ with fixed *S. aureus* followed by re-stimulation 24 hr later did not enhance cytokine production. Likewise, priming of peritoneal Mφ for 24 hr with fixed *S. aureus* followed by a re-stimulation 5 days later failed to enhance intracellular TNF production (data not shown). This indicated that the induction of innate memory in vivo requires distinct cues from the infected tissue, although monocytes and adaptive immune cells are not involved (see above).

### Innate memory is a transient effect and partially independent of classical Toll-like receptor signaling and skin microbiota

MyD88 serves as a common adapter for Toll-like receptors (TLR), which are putative sensors for *S. aureus* and other skin commensals in dermal Mφ (Feuerstein et al., 2015). In order to establish the role of Myd88 in the innate memory model, we infected *Myd88*^-/-^ mice for 3 weeks and analyzed transcriptional priming (without secondary infection), as well as killing capacity and PML recruitment 5 days after re-challenge. Strikingly, primed *Myd88*^-/-^ mice had reduced bacterial burden and increased expression of *Stat1* and *Cxcl9* compared to naïve mice (Figure 6—figure supplement 1A and B). Furthermore, dermal Mφ from primed mice exhibited a robust *pro-IL1β* response after *S. aureus* ex vivo stimulation (Figure 6—figure supplement 1C). The above results indicate that innate *S. aureus* memory seems to be, at least partially, independent of MyD88.

Next we assessed the role of skin flora in macrophage priming. All mice tested so far were bred and kept under specific pathogen free conditions. These conditions did not exclude *S. aureus* colonization. We therefore tested our mouse strains for *S. aureus* colonization on a random basis and found *S. aureus* colonization in about one third of all tested mice (data not shown). This raised the question whether *S. aureus* colonization alone would be able to induce innate memory. We therefore monocolonized a cohort of sDMDMm2 mice (Uchimura et al., 2016; Brugiroux et al., 2016) – harboring a defined physiological intestinal microbiota but devoid of *S. aureus* – under axenic conditions with *S. aureus* by smearing a bacterial suspension onto their ear skin. Successful colonization was confirmed one and two weeks after initial ear coating. After three weeks, mice were infected intradermally with fixed bacteria for 4 hr. Skin colonization with *S. aureus* led to a 50% increase in the frequency of Ly6C^hi^ Mφ after infection of sDMDMm2 mice while it did not affect the abundance of infection-induced PML (Figure 6A). *S. aureus*-infected SPF mice generally revealed higher numbers of PML and Ly6C^hi^ Mφ compared to infected sDMDMm2 mice with or without *S. aureus* colonization. Importantly, the increase in both Ly-6C^hi^ Mφ and PML induced by infection (SPF mice) was much greater as compared to the innate memory effect induced by skin colonization (sDMDMm2). Thus, *S. aureus* colonization slightly increases the response to subsequent infection, but does not induce an immunological memory similar to a dermal infection with the same organism.

**Figure 6.**
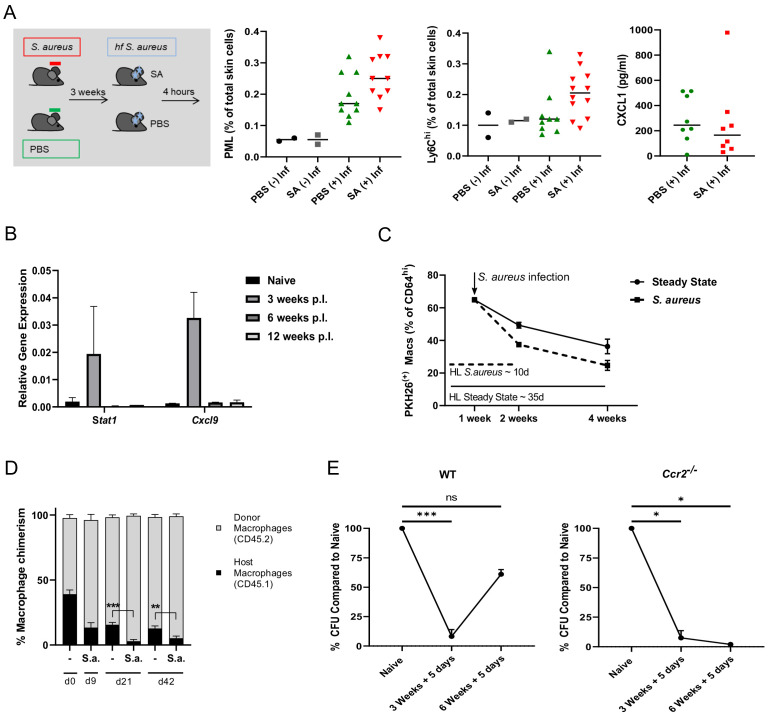
Innate memory is a transient effect and independent of skin microbiota. (**A**) C57BL/6J mice harbouring the sDMDMm2 microbiota were colonized with *S. aureus* under axenic conditions, inoculated 3 weeks later with fixed bacteria (10^8^ CFU in 10 µl PBS) or PBS and analyzed for skin infiltrating PML, Ly6C^hi^ monocytes and skin CXCL1 levels after 4 hr (n: 10–12 biological replicates representing two independent experiments). (**B**) RNA expression of sorted CD64^hi^ dermal Mφ from *S. aureus* infected mice or naïve mice analyzed 3, 6 and 12 weeks after infection (n:2–4 biological replicates from two independent experiments). (**C**) Wt mice were treated i.v. with PKH26 red fluorescent cell linker. One week after labeling, mice were infected i.d. with *S. aureus.* After another 1 and 3 weeks, the contribution of PHK26 positive to all CD64^hi^ dermal Mφ was quantified (n: two biological replicates per time point from two independent experiments). (**D**) B6-CD45.1 mice were transplanted with 10^7^ bone marrow cells from B6-CD45.2 congenic mice after fractional lethal irradiation. 8 weeks after transplantation dermal Mφ chimerism was determined by flow cytometry analysis using CD45.1 and CD45.2 antibodies (d0) or infected with *S. aureus* (10^7^ CFU in 10 µl PBS) intradermally in the left ear. At the indicated time points the mice were sacrificed and dermal Mφ chimerism was determined by flow cytometry in the infected (S.a.) and uninfected ears (-). (n: three biological replicates for d0, and four biological replicates for all other groups). (**E**) Wt and *Ccr2*^-/-^ mice were i.d. infected with *S. aureus* (10^7^ CFU in 10 µl PBSl) and i.d. (re-)infected 3 or 6 weeks later with the same amount of bacteria and analyzed for bacterial load after an additional 5 days (n: three biological replicates from one independent experiment for the 6 week time points). Data were analyzed using two tailed unpaired T test. Error bars are mean ± SEM. *p<0.05, **p<0.01, ***p<0.001.

**Figure 6—figure supplement 1.**
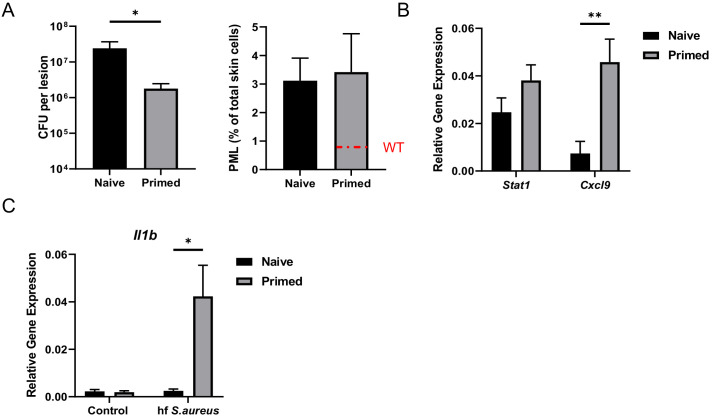
Innate memory is partially Myd88 independent. (**A**) *Myd88*^-/-^ mice were i.d. infected with *S. aureus* (10^7^/ml) and i.d. re-infected 3 weeks later (primed) or for the first time (naïve) with the same amount of bacteria and analyzed for bacterial load and skin infiltrating PML after an additional 5 days. The dashed red line indicates PML numbers in equivalent treated wt mice (n: 7–8 biological replicates representing two independent experiments). (**B**) RNA expression of all CD64^hi^ dermal Mφ sorted from *S. aureus* infected *Myd88*^-/-^ mice (primed) or naïve mice, analyzed 3 weeks after infection. (**C**) CD64^hi^ dermal Mφ were sorted from primed or naïve *Myd88*^-/-^ mice 3 weeks after infection and stimulated ex vivo with fixed *S. aureus* and analyzed for expression of *pro-Il1β* (n: 4–8 biological replicates from two independent experiments). Data were analyzed using either two tailed Mann-Whitney test or two tailed unpaired T test (Error bars represent mean ± SEM. *p<0.05, **p<0.01,.

**Figure 6—figure supplement 2.**
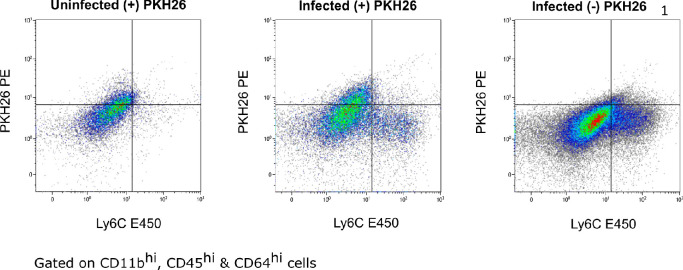
PKH26 labels Ly6C^lo^ but not Ly6C^hi^ dermal Mφ. Representative FACS plots of PKH26 staining in the skin of wt mice. Left panel shows PKH26 positive CD64^hi^ Mφ in steady state, middle panel shows PKH26 positive CD64^hi^ Mφ and PKH26 negative Ly6C^hi^ macrophages after infection. Right panel shows PKH26 FMO (fluorescence minus one) after infection.

A key feature of the adaptive immune system is the establishment of long-term memory, which protects the host from similar infections for months to years. In contrast, we hypothesized that innate memory is intrinsic to the single cell and transient, that is it is non-clonal and not passed on to the next cell generation and lost, when the single trained cell is replaced. To test this, we analyzed dermal Mφ from naïve and primed mice after 6 and 12 weeks as well as the innate memory status of mice which were (re-)infected after 6 weeks. Already after 6 weeks, the innate memory signature, that is the increased expression of *Stat1* and its target gene *Cxcl9* were lost (Figure 6B). Furthermore, increased bacterial killing was lost in wt mice 6 weeks after infection (Figure 6E, left panel). To further investigate this phenotype, wt mice were intravenously treated with the PKH26 red fluorescent cell linker, which labels resident dermal Mφ for up to four weeks in vivo, whereas Ly6C^hi^ incoming monocytes remain unlabeled (Figure 6—figure supplement 2). One week after labeling, mice were i.d. infected with *S. aureus* and one and three weeks after infection, PHK26 positive dermal Mφ were analyzed (Figure 6C). Compared to uninfected mice, *S. aureus* infection decreased the half-life of dermal Mφ from an estimated 35 days to 10 days, that is by around 70%. The increased turnover of dermal Mφ was confirmed by a complementary approach employing chimeras harboring bone marrow from congenic mice (B6-CD45.2 bone marrow in B6-CD45.1 mice), which allowed to discriminate previously resident Mφ from Mφ derived from the (transplanted) bone-marrow, combined with *S. aureus* infection. Eight weeks after transplantation of 10^7^ wt bone marrow cells, mice were infected i.d. with *S. aureus*. Compared to uninfected mice, an increased replacement of the resident dermal Mφ pool by donor derived cells was observed up to six weeks after *S. aureus* infection (Figure 6D). We speculated that immune memory would be prolonged in *Ccr2^-^*^/-^ mice, in which monocyte input after infection is largely absent (Figure 2A). Indeed, increased bacterial killing could be observed in *Ccr2*^-/-^ mice following secondary infection in mice that had been primed 6 weeks previously (Figure 6E, right panel), while no difference in PML numbers was observed between primed and naïve mice (data not shown).

Taken together, these data indicate that *S. aureus-*induced innate memory is a transient phenomenon, which is lost within 6 to 12 weeks due the replacement of resident Mφ by monocyte-derived Mφ (model depicted in Figure 7).

**Figure 7.**
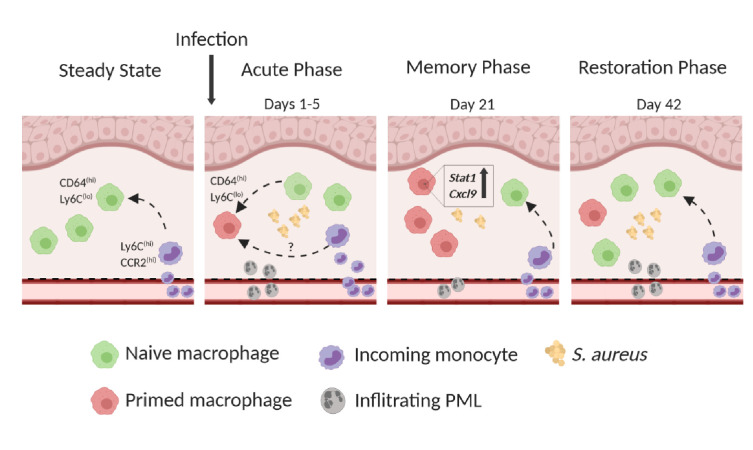
Model of innate immune memory during *S. aureus* skin infection. **Steady State**: CD64^hi^, Ly6C^lo^ Mφ have a half-life of 5–6 weeks and are replaced by CCR2^hi^, Ly6C^hi^ incoming monocytes. Within the tissue, monocytes downregulate CCR2 and Ly6C and upregulate CD64. **Acute Phase:** Resident CD64^hi^ Mφ respond to primary *S. aureus* infection and adopt a memory phenotype, thus becoming primed for subsequent infection. However, infection results in reduced Mφ half-life and increased influx of CCR2^hi^, Ly6C^hi^ monocytes which may also undergo priming within the microenvironment. The acute phase is further characterized by high numbers of PMLs infiltrating the tissue. **Memory Phase**: *S. aureus* is cleared faster during secondary infection due to primed Mφ which are characterized by increased expression of *Stat1* and *Cxcl9.* Reduced numbers of skin infiltrating PMLs are present in the tissue compared to naïve mice. **Restoration Phase**: Innate immune memory is lost due to continual influx of Ly6C^hi^ monocytes which give rise to naïve Mφ and replace primed Mφ. Naïve Mφ lack increased expression of *Stat1* and *Cxcl9* resulting in slower bacterial clearance and increased skin PMLs after secondary infection.

## Discussion

Mucocutaneous resistance against potentially pathogenic bacterial colonizers largely relies on cellular innate immunity. It seems inherently plausible that evolution has equipped this system with means to adapt to repeated microbial encounters, since they are likely to reoccur. Accordingly, it has been appreciated for over 50 years that Mφ downmodulate the response to endotoxin after exposure, a phenomenon called tolerance (Greisman and Hornick, 1975). More recently, the opposite, for example propagation of cytokine transcription by a second microbial challenge, as compared to the first, has been linked to epigenetic changes and metabolic programming. Notably, much of the groundwork was done in vitro, and microbial components like β-glucan and LPS, and microorganisms, such as yeast, vaccine strain mycobacteria and herpes viruses have been found to reprogram Mφ (Quintin et al., 2012; Yoshida et al., 2015; Kleinnijenhuis et al., 2012; Saeed et al., 2014; Barton et al., 2007). Very recently *S. aureus* has also been shown to induce a Mφ dependent protective immunity in a penetrating skin and skin structure infection (Chan et al., 2018).

Systemic infections including those with focal onset, which are typically conceived by the host as sickness, and diffusible effectors are conceptually challenging, since they induce a cascade of multicellular intermediate events, including cytokines and soluble mediators. These, in turn, have the potential to change the activation state of distant immune cells and organs. In contrast, most challenges, which are imposed on the mucocutaneous innate immune system, include very local ground work, for example removal of bacteria or confinement to small abscesses, efferocytosis, tissue repair etc. They do not involve activation of systemic immunity. Here, we aimed to mimic this daily grind of dermal Mφ with a discrete and strictly intradermal staphylococcal infection model, in order to better grip mechanisms underlying cell autonomous priming by bacteria residing in immediate proximity. This model recapitulates the initiation of the immune response by resident dermal Mφ, the recruitment of PML and monocytes to the site of infection, the killing of bacteria and the contraction of inflammation without measurable circulation of bacteria and cytokines, and without effect on the mouse wellbeing (Feuerstein et al., 2017; Feuerstein et al., 2015). Thus, it differs sharply from subcutaneous *S. aureus* infections, which lead to strong inflammation, large abscesses, dermonecrosis and bacterial dissemination to organs like the spleen, kidney and liver (Chan et al., 2018). Another caveat of severe infection models with bacterial dissemination, for example to the bone-marrow, is the difficulty in excluding long term survival of bacteria in body niches. In the case of *S. aureus*, bacteria have been found to survive in osteoblasts from mice for months (Tuchscherr et al., 2015).

We found here that mice showed stronger PML and monocyte recruitment and bacterial killing early in dermal staphylococcal infection, if it had been preceded by an intradermal staphylococcal infection three weeks before, indicating that lasting immune priming indeed occurred at the local level. The memory effect was strictly dependent on skin resident dermal Mφ, and did not require mature T, B and NK cells, as well as monocytes. 

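Most probe sets differed little between Mφ from *S. aureus* infected and vehicle control mice. The median size of the log2 fold change was 0.13 over all probe sets, and 95% of probe sets lay under 0.48, where the median SD between arrays of a group was 0.24. A fold change above 2 was reached by 123 probe sets (0.554%) and a fold change above 4 by 13. *Thbs1*, *Uck2* and *Tgtp2* were among the genes with more than a 4-fold difference, and *Fcgr1*, which encodes the sort marker CD64, had a fold change of 2.03. *Itgam*, which encodes CD11b, and *Cx3cr1*, the fractalkine receptor, had log2 fold changes of 0.60 (SE 0.31) and 0.22 (SE 0.28), and *Myd88*, the adaptor of Toll-like receptor signaling, had -0.36 (SE 0.21), with adjusted p = 0.997 for each in limma. Without 1 array *Itgam* lay between 0.30 (without PBS replicate 3) and 0.94 (without *S. aureus* replicate 2), and *Cx3cr1* between 0.03 (without *S. aureus* replicate 1) and 0.47 (without *S. aureus* replicate 3). With the fibroblast score as a covariate, chosen after seeing the data, they were 0.18 and 0.04. In a simulation of this comparison, 100 probe sets were changed by 1 log2 unit and 100 by 2 log2 units. At the adjusted threshold limma recovered 57 and 97 of them. The simulated noise was normal and independent between probe sets, so these shares do not carry over to the arrays. In the arrays only 5 probe sets passed, and *Tgtp2*, with more than a 4-fold difference, did not (adjusted p = 0.0612 from limma).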

The transcriptional effects of dermal Mφ memory in situ were rather subtle, since intradermal *S. aureus* infection led to persistent transcriptional changes in only 65 genes compared to vehicle control. Yet, the circumscribed transcriptional changes acquired in vivo, which translated into an altered inflammatory response to *S. aureus* ex vivo, further substantiated the interpretation that Mφ are primed for an enhanced secondary response on the single cell level.

It seems notable that the *S. aureus*-induced memory signature in dermal Mφ comprised activation of STAT1, whereas type I inflammatory genes were not increased. It appears that the immediate innate immune response is fully resolved 2 weeks after infection in our model, as indicated by the absence of culturable bacteria, of skin infiltrating PML and of type I cytokines in the tissue at this stage. 

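Inflammatory cytokine and chemokine genes were not higher as a group in Mφ 3 weeks after *S. aureus* than in Mφ from vehicle control mice. Of 22 measured genes, 8 had a positive and 14 a negative log2 fold change, with a median of -0.19. None passed the adjusted threshold in limma, over all probe sets or when adjusted over the list alone, and 2 were higher and 4 were lower at an unadjusted p under 0.05. *Il1b*, which encodes the cytokine IL-1β, had a log2 signal of 16.87 ± 0.15 after *S. aureus* and 16.76 ± 0.16 after PBS (SD, n = 3 arrays each; log2 fold change 0.11, SE 0.15, adjusted p = 0.997). *Tnf* had log2 signals of 11.65, 13.48 and 13.09 after *S. aureus* and between 13.70 and 13.79 after PBS (a ratio of 0.499 to PBS on the linear scale, adjusted p = 0.903 from limma). *Il1a*, the gene of IL-1α, had a log2 fold change of -0.98 (SE 0.34, adjusted p = 0.837), and the neutrophil chemoattractant gene *Cxcl1* had a ratio of 0.501 to PBS (adjusted p = 0.986). These 3 differences rested in part on 1 array. Without *S. aureus* replicate 1 the log2 fold changes were -0.46 for *Tnf*, -0.56 for *Il1a* and -0.58 for *Cxcl1*, and without PBS replicate 3 that of *Cxcl1* was -0.40. *Nos2*, the inducible nitric oxide synthase, had a log2 fold change of 0.93 (SE 0.29, adjusted p = 0.776), and *Il18* had 0.61 (SE 0.24, adjusted p = 0.913), which became 0.61 for *Nos2* without *S. aureus* replicate 1 and 0.91 for *Il18* without *S. aureus* replicate 2. With a fibroblast score as a covariate, chosen after seeing the data, the log2 fold changes were -0.02 for *Tnf*, -0.15 for *Il1a*, -0.49 for *Cxcl1*, 0.27 for *Nos2* and 0.31 for *Il18*. The score was highest in *S. aureus* replicate 1 (10.48) and was higher in every *S. aureus* array than in every PBS array. This fit therefore cannot tell fibroblast RNA from that array or from the difference between the groups.

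**Figure D3:**
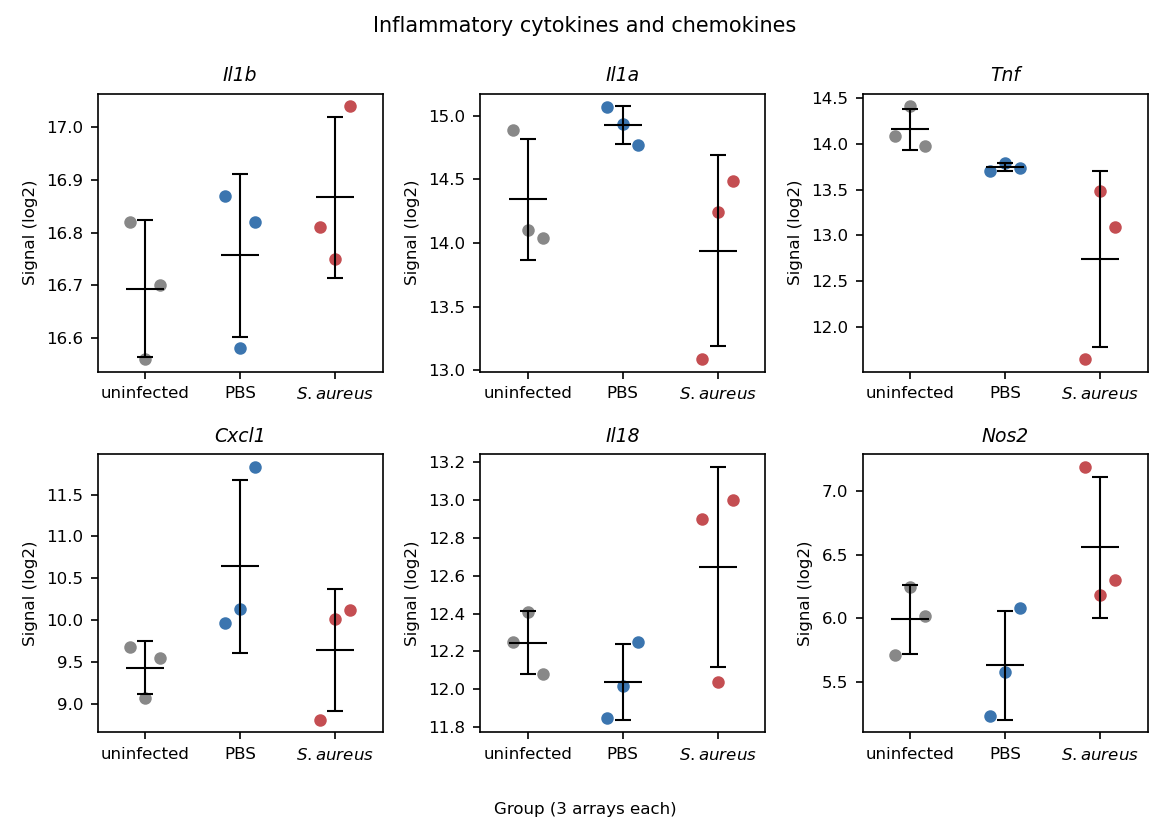
Log2 signals of *Il1b*, *Il1a*, *Tnf*, *Cxcl1*, *Il18* and *Nos2* (y axes, log2) in Mφ from uninfected mice and from mice 3 weeks after PBS or *S. aureus* (x axes). Points are the 3 arrays of each group, and the bar and whiskers are their mean and SD. The *Il1b* signals of all 9 arrays lie between 16.56 and 17.04.

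The list was not called by camera (adjusted p = 0.0782), with adjusted p = 0.518 with an estimated correlation. It passed as lower without PBS replicate 1, PBS replicate 2 or *S. aureus* replicate 3 (adjusted p = 0.0128, 0.0423 and 0.00456) with the dim probe sets removed (adjusted p = 0.00358) and with the replicate number as a block (adjusted p = 0.0441), while its median was 0.10 and the log2 fold change of *Cxcl1* was 0.015 without both *S. aureus* replicate 1 and PBS replicate 3, a setting chosen after seeing the data.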

Among the signaling intermediates, metabolic and epigenetic changes which have been previously implicated in Mφ memory (Quintin et al., 2012; Yoshida et al., 2015; Cheng et al., 2014; Saeed et al., 2014) STAT1 appears to play a dominant role (Yoshida et al., 2015; Saeed et al., 2014). It is intriguing that the STAT1-dependent chemokine CXCL9 possess direct antimicrobial activity independent of its chemotactic activity (Reid-Yu et al., 2015; Yang et al., 2003). However, whether this CXCL9 property directly impacts on the defense against *S. aureus* in the dermis remains to be established. A major observation was that substantial memory lasted for less than six weeks in vivo. This finding is in line with data from Garcia-Valtanen et al., who observed a decline in the β-glucan induced memory in vivo in a similar time span (Garcia-Valtanen et al., 2017). Several lines of evidence suggest that ‘naive’ bone marrow-derived cells dilute out the resident Mφ population and thereby terminate immunological memory in local *S. aureus* infection. First, monocyte-deficient mice exhibited somewhat longer lasting immunological memory as compared to wt mice. Next, we did not find *S. aureus* to convincingly prime monocytes, bone marrow-derived Mφ or peritoneal Mφ in vitro. In other words, innate memory appears to require terminally differentiated Mφ in the tissue environment. This is in contrast to what has been described for soluble TLR ligands and other microorganisms (Schrum et al., 2018; Cheng et al., 2014; Ifrim et al., 2014). Moreover, the memory phenotype could not be transferred by bone-marrow transplantation. However, the transfer experiments showed that *S. aureus* infection led to a strong redistribution of the skin myeloid cell subsets with high numbers of infiltrating bone marrow-derived monocytes. This indicated a strong dilution of resident dermal Mφ within 6 weeks. Of note, recipient mice were irradiated without shielding of the heads, a method to protect resident cells of the ear skin from irradiation damage. This could hinder proliferation of resident dermal Mφ after transplantation and after *S. aureus* infection, when it is normally high (own unpublished data) and could putatively maintain innate memory conditions. We therefore simulated *S. aureus*-induced changes of the dermal Mφ compartment with an additional in vivo model where we labelled specifically resident dermal Mφ, and not bone marrow-derived monocytes (own observations), with the phagocytic cell dye PKH26. We found that the normal half-life of dermal Mφ (35 days in homeostasis) was shortened to approximately 10 days after *S. aureus* infection.

The skin constitutes a remarkable host-microbe interface, where micrometers decide between harmless colonization by *S. aureus*, which occurs in up to 30% of humans (Noskin et al., 2007) and invasive infection. However, the physical barrier of the epidermis appears to be less tight than commonly thought, since nucleic acids from *S. aureus* can be found in the non-lesional dermis of up to 30% of people (Crisp et al., 2015). Accordingly, we wondered, whether *S. aureus*, as a regular component of the skin microbiota, would subject dermal Mφ to constant innate memory, thereby compensating for rapid replacement of programmed *M*φ. Analysis of transiently *S. aureus* colonized sDMDMm2 mice hinted at innate memory effects by colonization, yet the effects were modest. However, it remains an attractive hypothesis that *S. aureus* gets access to the dermis via disruption of the epidermis by minimal mechanical trauma and through preformed gaps, for example hair follicles. This may propagate the dynamic and flexible nature of the dermis as a large immune organ with high adaptation to colonizing bacteria.

In summary, tissue resident dermal Mφ are programmed independently of bone marrow-derived monocytes during staphylococcal skin infection to mediate increased resistance against a second infection. However, the infection-induced turnover of resident skin Mφ limits the duration of this innate memory response.

We propose that reprogramming of Mφ serves different purposes related to pathogen-specific infection biology. In the case of colonizing or minimally invasive *S. aureus*, innate memory is restricted to the dermal niche and wanes over weeks. This local recall phenomenon is reminiscent of the recently reported priming of alveolar Mφ in local adenovirus infections (Yao et al., 2018). On the other hand, systemic spread of staphylococci like in sepsis is relatively rare and carries a high risk of death. Thus, under these conditions, innate memory is likely futile. In contrast, microorganisms with an intracellular lifestyle and limited virulence, for example mycobacteria, may induce innate memory of cells in central components like hematopoietic stem cells in order to allow for individual adaptations in host resistance (Kaufmann et al., 2018).

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus. musculus*)	C57BL/6(J)	Jackson lab	Stock No: 000664	
Genetic reagent (*Mus. musculus*)	C57BL/6(N)	Jackson lab	Stock No: 005304	
Genetic reagent (*Mus. musculus*)	*Ccr2-/-*	Gift of Marco Prinz, (University of Freiburg)		
Genetic reagent (*Mus. musculus*)	*Rag2*^–/–^*γc*^–/–^	Gift of Tilman Brummer (University of Freiburg)		BALB/c background
Genetic reagent (*Mus. musculus*)	*Cx3cr1*^gfp/+^	Gift of Steffen Jung (Weizmann Institute of Science)		
Genetic reagent (*Mus. musculus*)	*Myd88-/-*	Deshmukh et al., 2012		
Genetic reagent (*Mus. musculus*)	sDMDMm2	Clean Mouse Facility, University of Bern, Switzerland		C57BL/6(J) background
Antibody	anti-mouse CD45 eFluor450	Invitrogen	Cat: 48-0451-82 Clone: 30-F11	1:300
Antibody	anti-mouse CD11b PE-Cy7	Invitrogen	Cat: 25-0112-82 Clone: M1/70	1:3000
Antibody	anti-mouse Ly6G FITC	BD Pharmingen	Cat: 551460 Clone: 1A8	1:200
Antibody	anti-mouse Ly6C PerCP-Cy5.5	BD Pharmingen	Cat: 560525 Clone: AL-21	1:500
Antibody	anti-mouse CD64 PerCP/Cy5.5	Biolegend	Cat: 139301 Clone: X54-5/7.1	1:100
Antibody	anti-mouse CD11c APC	BD Pharmingen	Cat:561119 Clone HL3	1:100
Antibody	mouse MHC class II eFluor450	eBioscience	Cat: 48-5320-82 Clone: AF6120.1	1:400
Antibody	anti-mouseCD3e	Invitrogen	Cat: 12-0031-82 Clone: 145–2 C11	1:200
Antibody	anti-mouse Ly6C PE	Invitrogen	Cat: 12-5932-80 Clone: HK1.4	1:1000
Antibody	Anti-mouse pSTAT1 AF647	BD Biosciences	Cat:612597 Clone: 4a	
Chemicalcompound/drug	liposomal clodronate	Clodrosome Encapsula NanoSciences	Cat: CLD-8909	
Chemicalcompound/drug	PKH26 Red	Sigma Aldrich	Cat: PKH26GL	
Software	GraphPad Prism	https://www.graphpad.com/scientific-software/prism/		Version 8
Software	Kaluza analysis	https://www.beckman.de/flow-cytometry/software/kaluza		

### Mice

All mice were on C57BL/6J, C57BL/6N or Balb/c genetic background. Mice lacking MyD88 were previously described (Deshmukh et al., 2012). Mice lacking CCR2 were kindly provided by Marco Prinz (University of Freiburg). *Rag2^–/–^γc^–/–^* mice were kindly provided by Tilman Brummer (University of Freiburg). *Cx3cr1*^gfp/+^ mice were a kind gift of Steffen Jung (Rehovot, 76100, Israel). C57BL/6(J) mice carrying the stable defined moderately diverse mouse microbiota 2 (sDMDMm2) (Uchimura et al., 2016; Brugiroux et al., 2016) were born and maintained in flexible-film isolators in the Clean Mouse Facility, University of Bern, Switzerland. Age and gender-matched mice were used at 8–9 weeks.

### Bacterial strains

*S. aureus* strain Newman was used. Bacteria were grown in Luria-Bertani broth medium to exponential growth phase, washed with PBS and resuspended in Dulbecco’s Phoshate Buffered Saline (PBS). Bacterial concentrations were determined using an optical spectrophotometer (600 nm, OD_600_). Colony forming units (CFUs) of the inoculum were verified by dilution series plated onto blood agar plates (COS, Biomerieux) overnight at 37°C. In some experiments, bacteria were heat-fixed (80°C, 30 min) after adjusting the cell number to 10^9^ CFUs/ml as previously described (Feuerstein et al., 2015). For colonization studies *S. aureus* suspension (10^9^ CFUs/ml) was smeared onto both ears of the mice under axenic conditions using sterile cotton swab. Ears of control mice were smeared with a sterile PBS solution. Successful colonization of mice was tested by swabbing the ears of mice with a PBS-soaked cotton swab and streaking directly onto mannite sodium chloride plates.

### Mouse model of intradermal skin (re)-infection

All procedures were approved by the Regional Commission of Freiburg, Baden - Württemberg. Approximately 10^7^colony forming units (CFUs) *S. aureus* in 10 µl PBS were intradermally (i.d.) injected (30 gauge needle, U-100 insulin syringe (BD)) into the ear pinna of anaesthetized mice. In some experiments, heat fixed (hf) bacteria were used for i.d. inoculation (10^8^ hf bacteria in 10 µl PBS per ear pinna). For re-infection experiments either 10^7^ CFU *S. aureus* in 10 µl PBS or 10^8^ hf bacteria in 10 µl PBS were i.d. injected into the same ear pinna 3 weeks (if not indicated otherwise) after the first infection. If not indicated otherwise groups of 4–5 mice were used per experiment followed, by at least one repetition to confirm the results. Lesion morphology was documented by digital photographs (Canon PowerShot A650 IS) of mice ears and analyzed by the software program Adobe Photoshop CS6.

### Depletion of resident skin Mφ in vivo

Resident skin Mφ were depleted by liposomal clodronate (Clodrosome Encapsula NanoSciences) as previously described (Feuerstein et al., 2015). Approximately, 10 µl of liposomal clodronate or control liposomes were injected i.d. into the ear pinna of anaesthetized mice. *S. aureus* was injected i.d. into the same ear pinna 10d later.

Labeling of dermal macrophages with PKH26 Red Fluorescent Cell Linker wt mice were intravenously injected with 100 µl PKH26/Diluent B mix (0.1 mM PKH26 in 100 µl Diluent B). Labeling efficiency of resident dermal Mφ was analyzed by FACS and stable up to 4 weeks (data not shown). 1 week after labeling mice were infected with 10^7^ CFU *S. aureus* i.d. into both ears and labeling or rather turnover of resident Mφ followed and analyzed for additional 3 weeks by FACS.

### Mouse bone marrow chimera

B6-CD45.1-mice (Ly5.1) were fractionally irradiated with 2 × 4.5 Gy and reconstituted with 10^7^ nucleated bone marrow cells from congenic B6-CD45.2 mice. After 8 weeks a > 99% donor chimerism for blood monocytes was confirmed by flow cytometry analysis using CD45.1 and CD45.2 antibodies. At this timepoint, untreated mice were sacrificed and chimerism of dermal macrophages was analyzed using CD45.1 and CD45.2 antibodies (d0). The other groups of mice were infected with 10^7^ CFU *S. aureus* in 10 µl PBS intradermally into the left ear (as described above). Treated mice were sacrificed at the indicated time points and dermal Mφ were isolated and analyzed by flow cytometry as described above to determine Mφ chimerism in the infected ear (S.a.) and the uninfected ear (-).

### Mouse bone marrow chimera with infected bone marrow

Ly5.1 (CD45.2) mice were i.d. infected with 10^7^ CFU *S. aureus* in 10 µl PBS. 3 weeks later wt (CD45.1) mice were fractionally irradiated with 2 × 4.5 Gy and reconstituted with 10^7^ nucleated bone marrow cells from the infected (CD45.2) mice. After 2 weeks irradiated wt mice were infected with 10^7^ CFU *S. aureus* i.d. into the ear for 5 days (as described above).

### Immune cell phenotyping of skin tissue

Mouse ears were subjected to enzymatic digestion as previously described (Feuerstein et al., 2015). After digestion, samples were filtered with a 70 µm cell strainer (BD), washed with FACS Buffer (PBS+2%FBS+2 mM EDTA) and stained with the indicated antibodies. The following antibodies were used: anti-mouse CD45 eFluor450 (eBioscience), anti-mouse CD11b PE-Cy7 (eBioscience), anti-mouse Ly6G FITC (BD Biosciences), anti-mouse Ly6C PerCP-Cy5.5 (BD Biosciences), anti-mouse CD64 PerCP/Cy5.5 (Biolegend), anti-mouse CD11c APC (BD Biosciences), mouse MHC class II eFluor450 (eBiosciences) and anti-mouse CD3e (Biolegend). Cell samples were analyzed with a 10-color flow cytometer (Gallios, Beckman Coulter) and the Kaluza software (version 1.5a, Beckman Coulter).

### Intracellular phosphorylated Stat1 staining

Mouse ears were subjected to enzymatic digestion, filtered, washed and cells finally resuspended in 100 µl RPMI medium supplemented with 10% FBS and antibiotics (ciprofloxacin, 10 mg/ml). Then cells were stimulated for 15 min at 37°C with 200 ng/ml IFNγ and subsequently fixed with 100 µl fixation buffer (Cytofix Fixation Buffer, BD Biosciences) for 10 min at 37°C. After centrifugation and permeabilization with 400 µl ice cold Perm Buffer III (BD Phosflow) for 30 min at 4 °C cells were washed twice with PBS containing 1% BSA. Then cell surfaces were stained with anti-mouse CD45 eFluor450 (eBioscience), anti-mouse CD11b PE-Cy7 (eBioscience), anti-mouse CD11c APC (BD Biosciences) and intracellular phosphorylated Stat1 stained with mouse anti-Stat1 (pY701) Alexa Fluor 647 (BD Biosciences) 30 min at RT and subsequently analyzed by flow cytometry.

### Tissue embedding and staining

Ear skin was collected, bisected and ear halves were embedded in Tissue-Tek O.C.T. compound (Sakura Finetek Europe B.V.) and subsequently frozen inliquid nitrogen. 8 µm cryosections were taken with a Leica CM 1850 (Leica Biosystems, Nussloch, Germany) and stained with H and E. Photographs were taken on a Zeiss Axioskop 50 (Zeiss, Jena, Germany) with the Olympus LC20 camera (Olympus Germany, Hamburg, Germany).

### Enzyme-linked immunosorbent assay (ELISA)

Ears were mechanically homogenised by Tissue Lyser, Qiagen. IL-1β, CXCL9 and KC concentrations in the homogenised skin tissue were quantified by ELISA according to the manufacturer’s instructions (R and D Systems).

### Quantification of Colony Forming Units

Mice were sacrificed. Then ears were cut off at the hair line and homogenized in a Tissue Lyser, Qiagen. CFUs in the homogenized skin tissue were determined by serial dilutions on blood agar plates (COS, Biomerieux).

### CXCL9 killing assay

To determine CXCL9 antimicrobial activity, *S. aureus* was grown to OD_600_ (0.4) and then incubated at 37°C, with shaking, for a further 2 hr in the presence of CXCL9 (4 µg/ml or 40 µg/ml) or PBS as control. Bacteria survival was determined by serial dilutions on blood agar plates.

### Ex vivo stimulation of dermal M*φ*, RNA Preparation and Reverse Transcriptase Polymerase Chain Reaction (qRT-PCR)

Mice skin was sterilized with 70% ethanol and subjected to enzymatic digestion by sterile skin digestion solution as per description. After 2 hr, 37°C and 1400 rpm, samples were filtered, washed with PBS and stained anti-mouse CD45 eFluor450 (eBioscience), anti-mouse CD11b PE-Cy7 (eBioscience), anti-mouse CD64 PerCP/Cy5.5 (Biolegend), anti-mouse CD11c APC (BD Biosciences) and anti-mouse CD3e (Biolegend). Dermal Mφ (CD45^hi^ CD11b^hi^ CD64^hi^ CD3^lo^ CD11c^lo^) were sorted by FACS (MoFlow Astrios), resuspended in RPMI medium supplemented with 10% FBS with antibiotics (ciprofloxacin, 10 mg/ml) and plated in 48 well plates (30,000 cells/well, Corning Costar). The next day, adherent dermal M*φ* were washed once and stimulated with medium containing hf *S. aureus* (multiplicity of infection (MOI) 50) for 2 hr at 37 °C C or with medium without hf *S.aureus* as control. Total RNA was extracted using the RNAeasy micro kit, according to instruction manual (Qiagen). qRT-PCR was performed as previously described (Deshmukh et al., 2012). For expression levels without re-stimulation, dermal Mφ (CD45^hi^ CD11b^hi^ CD64^hi^ CD3^lo^ CD11c^lo^) were sorted by FACS (MoFlow Astrios), and directly resuspended in RLT lysis buffer (Qiagen). Total RNA was extracted using the RNAeasy micro kit, according to instruction manual (Qiagen). The following mouse primer sequences were used (5’−3’): murine GAPDH fw ACTCCACTC ACGGCAAATTC, murine GAPDH rev TCTCCATGGTGGTGAAGACA; murine pro IL-1β fw GTTGACGGACCCCAAAAGAT, murine pro IL-1β rev CCACGGAAAGACACAGGTA; murine Stat1 fw GGCGTCTATCCTGTGGTACAACA, murine Stat1 rev GTGACTGATGAAAACTGCCAACTC; murine Cxcl9 fw CGGACTTCACTCCAACACAG, murine Cxcl9 rev TAGGGTTCCTCGAACTCCAC. Unless otherwise stated, all CD64^hi^ dermal Mφ were analyzed irrespective of Ly6C expression.

### GeneChip microarray assay

*Ccr2*^-/-^ mice were i.d. infected with *S. aureus* or PBS into both ear pinnae. Three weeks later dermal Mφ (CD45^hi^ CD11b^hi^ CD64^hi^ CD3^lo^ CD11c^lo^) were sorted by FACS (MoFlow Astrios), and directly resuspended in RLT lysis buffer (Qiagen). Total RNA was extracted using the RNAeasy micro kit, according to instruction manual (Qiagen). Further sample processing was performed at an Affymetrix Service Provider and Core Facility, ‘KFB - Center of Excellence for Fluorescent Bioanalytics’ (Regensburg, Germany; www.kfb-regensburg.de). In brief, 1 ng of total RNA was used for reverse transcription to synthesize single-stranded (ss) cDNA with a T7 promoter sequence at the 5' end. Next a 3’ adaptor was added and the ss cDNA was converted to double-stranded cDNA, which acted as a template for a pre- in vitro transcription (IVT) amplification by a nine cycle PCR. Afterwards antisense RNA (complimentary RNA or cRNA) was synthesized and linearly amplified by an in vitro transcription (IVT) of the double-stranded cDNA template. 20 µg of cRNA was purified and reverse transcribed into double-stranded (ds) cDNA, whereat unnatural dUTP residues were incorporated at a fixed ratio relative to dTTP. Purified ds cDNA was fragmented using a combination of uracil DNA glycosylase (UDG) and apurinic/apyrimidinic endonuclease 1 (APE 1) at the dUTP residues followed by a terminal labeling with biotin. 5,5 µg fragmented and labeled ds cDNA were hybridized to Affymetrix Clariom S mouse arrays for 16 hr at 45°C in a GeneChip hybridization oven 640. Hybridized arrays were washed and stained in an Affymetrix Fluidics Station FS450, and the fluorescent signals were measured with an Affymetrix GeneChip Scanner 3000 7G. Fluidics and scan functions were controlled by Affymetrix GeneChip Command Console v4.1.3 software.

### Microarray data analysis

Summarized probe set signals in log2 scale were calculated by using the GCCN-SST-RMA algorithm with the Affymetrix GeneChip Expression Console v1.4 Software. After exporting into Microsoft Excel, average signal values, comparison fold changes and significance P values were calculated. Probe sets with a fold change above 2.0 fold and a student’s t test P value lower than 0.05 were considered as significantly regulated. GEO accession number: GSE145094.

## Data Availability

All data generated or analysed during this study are included in the manuscript and supporting files. Source data files have been provided.

## Additional files

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

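RNA of CD64 hi dermal Mφ sorted from ear skin of *Ccr2*-/- mice was hybridized to Clariom S mouse arrays. There were 3 groups of 3 arrays each: Mφ from uninfected mice, from mice 3 weeks after injection of PBS and from mice 3 weeks after injection of *S. aureus*. Conditions and replicate numbers were taken from the labels of the arrays, and 0 columns of the table were left without a sample. The authors calculated the deposited values as summarized probe set signals in log2 scale with the GCCN-SST-RMA algorithm in Affymetrix Expression Console 1.4, which includes background correction and normalization. Each array has 22202 values, and the median log2 signal of the arrays lies between 6.27 and 6.40. The scanner files and the detection calls were not used here, so signal over background was not judged, and the number of arrays limits the precision.

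The log2 signals were analysed as deposited, with no further normalization, no filter and no transformation. Gene symbols were paired with the probe sets through a table of the genes of the probe sets, and checked against a reference table of mouse genes of assembly GRCm38.p6, which was used for names only. Of the 22202 probe sets, 19569 had 1 symbol, 0 had several and 2633 had none that could be paired, and these last were tested and counted but not named. There were 19502 distinct symbols, and 122 named probe sets shared a symbol with another. A gene named in the text is represented by its probe set with the highest mean signal. The same probe set served for the medians and member counts of the gene lists and for the enrichment test. The mean of all probe sets of a gene served for the list tests, the mean signals of lists and the fibroblast score. It also served for list medians under the alternatives and for genes in place of probe sets. *Atf7* had no named probe set in this pairing and was not analysed here, 1 other planned gene is not reported here, and 50 of the gene names read from Figure 4A had one.

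The groups were compared with limma 3.58.1 in R 4.3.3, in a fit of group means over all 9 arrays with 6 residual degrees of freedom and an estimated prior of 5.15 degrees of freedom. The contrasts were *S. aureus* against PBS, *S. aureus* against uninfected, PBS against uninfected and *S. aureus* against the mean of both control groups. The test was limma's moderated test, two-sided, with Benjamini-Hochberg adjustment over all probe sets of a contrast, and a probe set was called at an adjusted p under 0.05. Probe sets with a fold change above 2 and an unadjusted p under 0.05 were also counted, since the study used these thresholds. The comparisons share arrays, so their results are not independent, and overlaps between them are not given. Replicates were not paired in this fit. The deviations of arrays with the same replicate number had correlations between -0.0592 and 0.152, with 1 of 9 pairs above 0.1. Since 5 of 9 arrays correlated best with their own number, a weak link between them is not excluded.

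The shift of 26 gene lists was tested with camera on the same fit, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists within a contrast, and again with the correlation estimated for each list and with fry. The lists cover MHC class II and class I presentation, the interferon-γ and type I interferon responses, interferons and their receptors, inflammatory cytokines, pattern recognition receptors, complement, glycolysis, lysosome, resident Mφ markers, alternative activation, proliferation, immediate early and stress genes, sex-linked genes and markers of monocytes, neutrophils, dendritic cells, T and NK cells, B cells, mast cells, fibroblasts, keratinocytes, endothelial cells, melanocytes with Schwann and muscle cells, and erythrocytes. Enrichment of the lists among the 86 named genes at the thresholds of the study was tested with Fisher's exact test, one-sided, against the 19502 named genes. The ontology terms of the paper's Panther analysis were not used here.

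The genes named in the text follow a rule set in advance. For *S. aureus* against PBS these were the 10 largest rises and the 10 largest falls among genes past the adjusted threshold whose arrays did not overlap, filled up with genes past the thresholds of the study, and for the other contrasts the 5 largest in each direction. Added to these were the genes that the paper names for the array or as markers, the genes printed in Figure 4A and members of the lists. The lists, comparisons and first set of alternatives were fixed before the data were examined, but after Figure 4A and B had been seen. The X-linked genes *Kdm6a*, *Kdm5c*, *Eif2s3x* and *Ddx3x* were added later, for 1 test. *Thbs1*, *Sparc* and *Eln* were picked as a set of matrix genes, the 7 genes of the fibroblast score were picked for the covariate, and the list members and Figure 4A genes named as examples were picked while writing, all after the values were seen.

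The alternatives were a block for the replicate number, quantile normalization, centring on the array median, removal of the dimmer probe sets, another variance model, array weights, each array left out in turn, the 6 arrays of a comparison alone, the methods' t-test, linear fold changes, genes in place of probe sets, and other set tests. Added after seeing the data were a fibroblast score as covariate, the mean log2 signal of 7 collagen and proteoglycan genes, and a fit without *S. aureus* replicate 1 and PBS replicate 3. A list or gene that passed in neither of the fits compared was counted as moved where its sign differed. The number of calls was also counted over the other splits of the arrays, 10 for 6 arrays and 84 for 9 arrays. The scripts were tested on simulated data with normal noise drawn independently for each probe set. Of 100 probe sets changed by 1 log2 unit between *S. aureus* and PBS, 57 passed the adjusted threshold. Of 100 changed by 2 log2 units 97 passed, and 11 of 22002 unchanged probe sets passed.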

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

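The 3 tests of the interferon-γ list in PBS against uninfected mice were chosen only after the result was seen, while the counts over other splits of the arrays were planned.

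The paper does not report on the uninfected group. In limma, 231 probe sets passed the adjusted threshold in *S. aureus* against uninfected mice (179 higher and 52 lower), 58 in PBS against uninfected mice (42 higher and 16 lower) and 71 in *S. aureus* against both control groups (63 higher and 8 lower). After quantile normalization of the deposited signals the split was 133 higher and 85 lower for *S. aureus* against uninfected mice and 31 higher and 25 lower for PBS against uninfected mice. The 58 calls of PBS against uninfected mice became 0 without uninfected replicate 3, PBS replicate 2 or PBS replicate 3, 1 without PBS replicate 1, 7 without uninfected replicate 2 and 143 without uninfected replicate 1.

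Of the other splits of 6 arrays into 3 and 3, the highest count was 0 for *S. aureus* against uninfected mice and for PBS against uninfected mice, so that the real split was 1 of 10 in each, and 10 splits are too few for a share under 0.05. The same holds for *S. aureus* against PBS, with 5 calls in the real split and 1 in the highest other. At the thresholds of the study the real counts were 335, 222 and 113, and the highest others were 103, 40 and 58 (1 of 10 splits each). For *S. aureus* against both control groups, 2 of 84 splits gave at least 71 calls, the real split and 1 other. The real split kept its true control groups, while the other splits divided their 6 control arrays at random. This count can therefore not exclude chance. The other split, with 204 calls, sets the uninfected arrays against the other 6. It points to a structure of the samples in which the uninfected arrays stand apart.

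In *S. aureus* against uninfected mice 9 of 26 lists passed in camera, none of them with an estimated correlation (adjusted p between 0.118 and 0.565). The median log2 fold changes were 0.497 for MHC class II presentation, 0.433 for MHC class I presentation, 0.267 for the interferon-γ response, 0.273 for pattern recognition receptors, 0.37 for T and NK cell markers, 0.35 for fibroblast and matrix markers, 0.267 for proliferation, -0.193 for resident dermal Mφ markers and -0.798 for keratinocyte markers. Single arrays carry much of this. Without *S. aureus* replicate 1 the interferon-γ and fibroblast medians were 0.0783 and 0.133 and these lists did not pass (adjusted p = 0.0581 and 0.0586). Without uninfected replicate 3 the medians were -0.263 for keratinocyte markers, 0.245 for MHC class I presentation (0.273 without uninfected replicate 2) and 0.135 for pattern recognition receptors. The last list did not pass without that array or *S. aureus* replicate 1 or 3 (adjusted p up to 0.431), nor did proliferation without uninfected replicate 1 or 2 or *S. aureus* replicate 1 (up to 0.271). T and NK cell markers had 0.235 without *S. aureus* replicate 3, and resident dermal Mφ markers -0.0767 without *S. aureus* replicate 2. In PBS against uninfected mice 8 lists passed in camera, none of them with an estimated correlation (adjusted p between 0.151 and 0.48). Their medians were 0.637 for mast cell and basophil markers, 0.142 for lysosome and vacuolar ATPase genes, 0.17 for proliferation, -0.12 for the interferon-γ response, -0.228 for the type I interferon response, -0.265 for immediate early and stress genes, -0.297 for resident dermal Mφ markers and -0.78 for keratinocyte markers. Without uninfected replicate 3 the keratinocyte median was -0.372 and that of the type I interferon response -0.149, and without uninfected replicate 1 that of resident dermal Mφ markers was -0.14. Proliferation did not pass without uninfected replicate 1 or 2, PBS replicate 1 or 2 or *S. aureus* replicate 1 (adjusted p up to 0.204), nor did the stress genes without uninfected replicate 1 or PBS replicate 1 or 2 (up to 0.18), whose median was -0.175 without uninfected replicate 2.

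The lower interferon-γ list in PBS than in uninfected mice (camera adjusted p = 0.0159, and adjusted p = 0.478 with an estimated correlation) is small, and 1 array or the scaling could have made it. PBS replicate 3 alone is argued against, since the median was -0.255 without it. The scaling between arrays is argued against as well, since the higher of the medians after quantile normalization and after median centring was -0.0833. A single uninfected array stays open: the median was at most -0.172 whichever was left out, but without uninfected replicate 1 the list no longer passed (adjusted p = 0.169, over alternatives with adjusted p between 0.00253 and 0.478). An effect of the injection on resident Mφ stays open and untested, since the uninfected arrays also carry more keratinocyte transcripts and the paper's text does not say whether the uninfected mice were sorted on the same day as the others.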

How the results depend on the processing

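The fibroblast score as covariate and the fit without *S. aureus* replicate 1 and PBS replicate 3 together were chosen only after the results were seen. In *S. aureus* against PBS, the MHC class II and interferon-γ lists kept their direction and passed under all 20 alternatives run (adjusted p between 2.75e-11 and 0.0112, and between 6.93e-20 and 0.0376). The estimated correlation and fry were run on the main fit only, and the other alternatives used the preset correlation. In an exact permutation test of the mean list signals of the arrays, p was 0.1 for each list. This is the smallest p possible with 3 against 3 arrays. Their sizes moved more: the MHC class II median of 0.197 lay between 0.14 (without PBS replicate 1) and 0.582 (without the dimmer probe sets), and the interferon-γ median of 0.623 between 0.268 (with the fibroblast score) and 0.738 (without *S. aureus* replicate 2). Of 2085 values of named genes under alternatives, 1805 kept their direction and side of the threshold, 245 no longer passed and 22 passed in addition. A further 13 changed sign without passing in either fit, and 0 reversed. For the lists of other themes and comparisons these numbers were 1617, 152, 32, 120 and 1 of 1922. Many of the genes were named because their arrays did not overlap between groups, so their sign could hardly change. Values that passed in neither fit count among those that kept their side. The gene counts therefore do not show that directions are stable. Signal over background was not judged from the log2 signals, so dim probe sets were removed by rank alone. The causes of the shifts below were not tested, except that fits on fewer arrays have fewer degrees of freedom.

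With the replicate number as a block, *S. aureus* against PBS gave 4 calls, PBS against uninfected mice gave 28 (16 higher and 12 lower), and the inflammatory cytokine list passed at an unchanged median of -0.19 (adjusted p = 0.0441). Without the dimmer probe sets *S. aureus* against PBS gave 10 calls, the inflammatory cytokine list passed at -0.44 (adjusted p = 0.00358), the list of interferons and their receptors changed to 0.06 (adjusted p = 0.772), and 5 lists passed in *S. aureus* against uninfected mice. With a trend and robust variance *S. aureus* against PBS gave 12 calls, and with array weights 11, where PBS against uninfected mice gave 143. On the 6 arrays of a comparison alone, *S. aureus* against PBS gave 2 calls, *S. aureus* against uninfected mice 74 and PBS against uninfected mice 35. By the methods' t-test the calls were 0, 0 and 0 in these comparisons and 2 against both control groups, with 1100, 1937 and 1941 probe sets at an unadjusted p under 0.05 in the first 3, and *S. aureus* against PBS had 63 probe sets at the thresholds of the study, or 62 with linear fold changes.

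With an estimated correlation 2 lists passed in *S. aureus* against PBS, 0 in *S. aureus* against uninfected mice, 0 in PBS against uninfected mice and 1 against both control groups, where camera called 13, 9, 8 and 10. With fry these numbers were 2, 3, 2 and 6. The MHC class I list (median 0.27) then had adjusted p = 0.277 and, with fry, 0.196, and the type I interferon list (median 0.27) 0.291 and 0.302. Enrichment held for 10 lists among genes at the thresholds of the study, for 6 with the methods' t-test and for 1 among genes past the adjusted threshold.

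With the fibroblast score as covariate the calls were 0 in *S. aureus* against PBS, 43 against uninfected mice and 0 against both control groups, and 3 lists passed in *S. aureus* against PBS. The MHC class I list then had a median of 0.212 (adjusted p = 0.0822), and the type I interferon list reversed to -0.00996 (adjusted p = 0.908). Without *S. aureus* replicate 1 and PBS replicate 3 the calls were 1 in *S. aureus* against PBS, 84 in *S. aureus* against uninfected mice, 0 in PBS against uninfected mice and 7 against both control groups. The inflammatory cytokine list then had a median of 0.095 (adjusted p = 0.674), the type I interferon list 0.123 (adjusted p = 0.0495), and the proliferation list reversed from 0.09 to -0.115 (adjusted p = 0.0439), where it ranged up to 0.175 without 1 array.

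Without 1 array, *S. aureus* against PBS gave 1 (without PBS replicate 1) to 22 calls (without *S. aureus* replicate 2) and 86 (without *S. aureus* replicate 1) to 223 probe sets at the thresholds of the study (without *S. aureus* replicate 2). *S. aureus* against uninfected mice gave 77 (without *S. aureus* replicate 3) to 416 calls and 333 to 523 probe sets, PBS against uninfected mice 0 to 143 calls and 217 to 366 probe sets, each highest without uninfected replicate 1. *S. aureus* against both control groups gave 6 (without *S. aureus* replicate 1 or 3) to 89 calls (without *S. aureus* replicate 2). The number of lists passing ranged from 6 to 16 in *S. aureus* against PBS, from 6 to 10 and from 5 to 9 in the comparisons with uninfected mice and from 7 to 13 against both control groups. The median of the type I interferon list ranged from 0.151 to 0.53 (it did not pass without *S. aureus* replicate 1, adjusted p = 0.0651), that of the inflammatory cytokine list from -0.286 to -0.0792 and that of interferons and their receptors from -0.08 to 0.00167.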

Differences from the paper's values

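No test in this part was chosen after its result was seen.

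At a fold change above 2 and a p under 0.05, the thresholds that the paper states, 113 probe sets passed in *S. aureus* against PBS, where the paper's reported value is 65 genes. The paper names Student's t test for its p, and the p here is from limma over 9 arrays. Of the 19 alternatives set before the data were examined, 6 lay within 1.5 times the paper's value: the methods' t-test (63), the same with linear fold changes (62), genes in place of probe sets (86), removal of the dimmer probe sets (90), array weights (93) and the fit without *S. aureus* replicate 1 (86). The other 13 did not: the replicate block (115), quantile normalization (104), median centring (107), trend and robust variance (116), the 6 arrays compared alone (106), and the fits without another single array (110 to 223).

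Of the 113 probe sets, 96 were higher, where the paper's heat map shows about 56 in Fig. 4A, read by eye. Values within 1.5 times of this came from the methods' t-test (53), the same with linear fold changes (53), genes in place of probe sets (72), removal of the dimmer probe sets (79), array weights (79) and the fit without *S. aureus* replicate 1 (60), and not from the other 13 alternatives (86 to 172). The lower probe sets were 17, where the paper's heat map shows about 11 in Fig. 4A, read by eye. Values within 1.5 times of this came from the methods' t-test (10), the same with linear fold changes (9), genes in place of probe sets (14), removal of the dimmer probe sets (11), array weights (14) and the fit without uninfected replicate 1 (16), and not from the other 13 alternatives (17 to 51). All 50 genes of the heat map with a named probe set had the direction shown there.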

Other observations

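The test of poor quality of PBS replicate 3 and the tests of the matrix genes were chosen only after the result was seen, as were both settings added to the alternatives.

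Mφ of mice injected with PBS differed from those of uninfected mice, a comparison that the paper does not report. Whether the uninfected mice were handled and sorted on the same day as the others is not stated in the paper's text, so a difference between days is not excluded. None of the 58 calls was left in limma without uninfected replicate 3, PBS replicate 2 or PBS replicate 3, in fits with fewer degrees of freedom. Over all alternatives the log2 fold changes lay between 1.83 and 2.22 for *Jag1*, between -1.77 and -1.37 for *Bank1* and between -1.70 and -1.35 for *Cd209c*. For these genes the lost calls do not show that the difference rests on 1 array. In Mφ 3 weeks after PBS, *Slc7a11*, the cystine transporter, rose with a log2 fold change of 2.53 (SE 0.24, adjusted p = 0.0101 from limma), *Jag1*, a ligand of Notch, with 2.00 (SE 0.35, adjusted p = 0.0497), *Septin9* with 1.80 (SE 0.26, adjusted p = 0.0329), *Olr1*, a receptor for oxidized lipoprotein, with 1.67 (SE 0.25, adjusted p = 0.0329) and *Nceh1*, a hydrolase of cholesterol esters, with 1.63 (SE 0.21, adjusted p = 0.024). *Krt14* fell with a log2 fold change of -3.71 (SE 0.44), *Lyve1*, a hyaluronan receptor of resident Mφ, with -2.46 (SE 0.41), *Serpind1* with -1.89 (SE 0.28), *Bank1* with -1.61 (SE 0.26) and the lectin gene *Cd209c* with -1.56 (SE 0.26), with adjusted p between 0.0197 and 0.0378. *Letm2*, one of the genes lower after *S. aureus* than after PBS, was higher after PBS than in uninfected mice (log2 fold change 1.23, SE 0.18, adjusted p = 0.0329). The keratinocyte markers as a list were lower than in the uninfected arrays (median log2 fold change -0.78, 18 of 20 genes lower, camera adjusted p = 1.99e-09, and adjusted p = 0.478 with an estimated correlation). Without uninfected replicate 3, whose mean log2 signal of these markers was 7.31 against 6.45 and 6.34 in the other uninfected arrays, the median was -0.372. With these markers in the uninfected arrays, the fall of *Krt14* is not read as a change in Mφ, although the gate of the sort would remove keratinocytes.

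After *S. aureus*, *Slc7a11* (log2 fold change 3.40, SE 0.24, adjusted p = 0.000467), *Thbs1* (3.24, SE 0.34, adjusted p = 0.00245), *Uck2* (2.85, SE 0.29, adjusted p = 0.00225), *Vegfa*, the vascular growth factor (2.79, SE 0.42, adjusted p = 0.0124), and *Pdpn*, podoplanin (2.69, SE 0.37, adjusted p = 0.00913), rose against uninfected mice. *Slc2a1* rose with 2.11 (SE 0.23, adjusted p = 0.00253) and *Cd274*, the checkpoint ligand PD-L1, with 1.80 (SE 0.18, adjusted p = 0.00225). *Krt14* fell with a log2 fold change of -3.19 (SE 0.44), *Lyve1* with -2.80 (SE 0.41), *Tnfsf9*, the ligand of 4-1BB, with -1.88 (SE 0.21), *Serpind1* with -1.76 (SE 0.28) and the glutamine transporter gene *Slc1a5* with -1.64 (SE 0.19), with adjusted p between 0.00253 and 0.016. Several of these genes also differed in PBS against uninfected mice (*Krt14* -3.71, *Lyve1* -2.46, *Serpind1* -1.89, *Slc7a11* 2.53 and *Pdpn* 1.49), while *Thbs1* had -0.11 there. The differences of these 5 shared genes against uninfected mice therefore cannot be put down to *S. aureus* alone. Against both control groups *Thbs1* (3.29), *Uck2* (2.57), *Slc7a11* (2.14 with SE 0.21), *Tgtp2* (2.06) and *Fcgr4* (2.06) rose, and *Tnfsf9* (-1.36), *Slc1a5* (-1.19), *Lrba* (-1.11), *Plau* (-1.07) and *Pnp* (-0.95) fell, with adjusted p between 0.0022 and 0.046. This contrast uses the mean of both control groups, so a gene can pass without a call against PBS. Of these 10 only *Thbs1* and *Uck2* also passed in *S. aureus* against PBS, and *Slc7a11* had 2.53 in PBS against uninfected mice. Of the 10 only *Thbs1*, *Uck2* and *Slc7a11* passed against both control groups without any single array. The call ended in all 9 fits without 1 array for *Plau* (adjusted p between 0.0532 and 0.138), in 8 for *Lrba*, in 6 for *Pnp*, in 5 for *Tgtp2*, in 4 each for *Fcgr4* and *Slc1a5* and in 2 for *Tnfsf9*, with adjusted p up to 0.144, 0.141, 0.124, 0.0975, 0.0761 and 0.0794, and no call against both control groups was left with the fibroblast score as covariate. Against uninfected mice alone, *Serpind1* did not pass in 3 of these fits (adjusted p up to 0.0632) and *Vegfa* in 1 (adjusted p = 0.058). With the covariate *Vegfa*, *Pdpn*, *Krt14* and *Serpind1* did not pass there. *Cxcl9*, which the paper measured by quantitative PCR in Mφ of wt mice against naïve mice, had a log2 fold change of 2.51 against the uninfected *Ccr2*-/- mice (SE 0.68, adjusted p = 0.122), and passed without *S. aureus* replicate 2 only (log2 fold change 3.32, adjusted p = 0.0293).

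PBS replicate 3 had nearly no signal of Y-linked genes (*Uty* 4.67, *Kdm5d* 4.32, where *Kdm5d* lay between 6.29 and 6.67 in the other arrays). Poor quality of the array as a whole is argued against, since of 1917 other probe sets about as bright as *Uty* only 1, without a gene name, lay at least 1 log2 unit below every other array, where the other arrays had between 0 and 16 such probe sets. Its correlation with the other PBS arrays was 0.993 each, where these 2 had 0.995 with each other. A swap of labels within the series would leave 1 array without Y-linked signal as well, so these genes say nothing about one, and the array correlated with *S. aureus* replicate 2 (0.993) about as well as with the PBS arrays. With PBS replicate 3 exchanged for *S. aureus* replicate 1, 2 or 3 there were 0 calls each and 14, 58 and 31 probe sets at the thresholds of the study, where the labels as given had 5 and 113. With it exchanged for an uninfected array there were 0 calls and 21 to 40 probe sets, where the labels as given had 58 and 222. These counts speak for the labels, but 10 splits are too few to exclude chance, so a swap stays open. A female mouse could explain it, and the planned test counted X-linked genes that escape inactivation: 1 of 4 was highest in this array (*Kdm6a*, 12.23), which met the bound set in advance against a female mouse. That bound was poorly chosen, since the mean of the 4 genes was 0.169 above the other arrays (SD of these 0.125) and *Kdm5c* alone ranged from 8.73 to 10.20 among them, and this was judged only after the result was seen. A female mouse therefore stays open, although the paper states that age and gender-matched mice were used, and no biological explanation beyond it was tested.

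The matrix genes *Thbs1*, *Sparc* and *Eln* had log2 fold changes of 3.34 (SE 0.34), 1.79 (SE 0.42) and 1.00 (SE 0.19) in *S. aureus* against PBS, which RNA of fibroblasts carried through the sort for CD45 hi CD64 hi cells could bring about. With the fibroblast score as covariate they were 2.85 (SE 0.42), 0.888 (SE 0.42) and 0.992 (SE 0.27), with an unadjusted p of 4.4e-05, 0.0594 and 0.0038 in limma. The score itself separated the groups, with 8.80 to 10.48 in the *S. aureus* arrays and 8.36 to 8.67 in the PBS arrays. It may also follow fibroblast RNA only in part. The fit with the covariate therefore cannot exclude fibroblasts as the whole cause, and they stay open for all 3 genes. The covariate also took the median of the fibroblast and matrix list from 0.618 to 0.0137 (adjusted p = 0.679, over alternatives between 2.43e-12 and 0.679), and the score is made of genes of that list. The call of *Thbs1* ended with the covariate (adjusted p = 0.488, where alternatives gave adjusted p between 0.00259 and 0.914), since its fold fell and its SE rose. A part or all of the rise of *Thbs1* may come from fibroblasts. Without *S. aureus* replicate 1 the log2 fold changes were 3.17 (SE 0.38), 1.34 (SE 0.38) and 0.928 (SE 0.21). Their unadjusted p in limma was 6.55e-06, 0.00501 and 0.00137. The differences were therefore not made by that array alone. All *S. aureus* arrays lay above all PBS arrays for these genes, so their sign was fixed in advance and the fit is no independent test. *Sparc* and *Eln* also belong to the list of fibroblast and matrix markers, did not pass the adjusted threshold in any of these fits, and all 3 genes were picked because they differed. Against uninfected mice the log2 fold changes were 3.24 for *Thbs1* (adjusted p = 0.00245 from limma), 1.48 for *Sparc* (0.137) and 0.29 for *Eln* (0.56). *Eln* had -0.71 in PBS against uninfected mice, so its difference between *S. aureus* and PBS came mostly from low PBS arrays. Expression of matrix genes by Mφ after infection stays open as a hypothesis, with little sign of a rise above uninfected mice for *Eln*.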
